# Methamphetamine induces transcriptional changes in cultured HIV-infected mature monocytes that may contribute to HIV neuropathogenesis

**DOI:** 10.3389/fimmu.2022.952183

**Published:** 2022-08-18

**Authors:** Vanessa Chilunda, Jessica Weiselberg, Samuel Martinez-Meza, Lwidiko E. Mhamilawa, Laura Cheney, Joan W. Berman

**Keywords:** methamphetamine, monocytes, HIV, neuroinflammation, migration, viral reservoirs

## Abstract

HIV-associated neurocognitive impairment (HIV-NCI) persists in 15-40% of people with HIV (PWH) despite effective antiretroviral therapy. HIV-NCI significantly impacts quality of life, and there is currently no effective treatment for it. The development of HIV-NCI is complex and is mediated, in part, by the entry of HIV-infected mature monocytes into the central nervous system (CNS). Once in the CNS, these cells release inflammatory mediators that lead to neuroinflammation, and subsequent neuronal damage. Infected monocytes may infect other CNS cells as well as differentiate into macrophages, thus contributing to viral reservoirs and chronic neuroinflammation. Substance use disorders in PWH, including the use of methamphetamine (meth), can exacerbate HIV neuropathogenesis. We characterized the effects of meth on the transcriptional profile of HIV-infected mature monocytes using RNA-sequencing. We found that meth mediated an upregulation of gene transcripts related to viral infection, cell adhesion, cytoskeletal arrangement, and extracellular matrix remodeling. We also identified downregulation of several gene transcripts involved in pathogen recognition, antigen presentation, and oxidative phosphorylation pathways. These transcriptomic changes suggest that meth increases the infiltration of mature monocytes that have a migratory phenotype into the CNS, contributing to dysregulated inflammatory responses and viral reservoir establishment and persistence, both of which contribute to neuronal damage. Overall, our results highlight potential molecules that may be targeted for therapy to limit the effects of meth on HIV neuropathogenesis.

## Introduction

HIV remains a major public health issue, with approximately 38 million people worldwide currently living with the virus (1). Antiretroviral therapy (ART) has dramatically improved the lifespan of people with HIV (PWH). However, a significant percentage of PWH develop comorbidities that significantly impact their quality of life. One such comorbidity is HIV-associated neurocognitive impairment (HIV-NCI), which occurs in about 15-40% of PWH despite suppressed viremia (2–8). HIV-NCI is a spectrum of disorders that can fluctuate over time and includes, but is not limited to, impaired executive function, working memory, and attention (2). People with HIV-NCI have a premature decline in overall physical and psychological health, with difficulties maintaining employment and social relationships and in performing instrumental activities of daily living (9–13). HIV-NCI is an independent risk factor for mortality, and currently, there are no effective treatments in the context of ART (14–16). The development of HIV-NCI is complex, resulting from both viral seeding and reseeding, and chronic inflammation and neuronal damage to the central nervous system (CNS).

Substance use disorder (SUD), another highly significant public health issue, also contributes to HIV-NCI in PWH. In a large cohort study, SUD was reported in approximately 48% of PWH, with 13% of those using methamphetamine (meth) (17). Meth is a stimulant that readily crosses the blood-brain barrier (BBB), and can cause neuronal damage directly, and indirectly by affecting microglia and astrocytes that provide neuronal support (18). People without HIV who use meth chronically have been shown to have increased neuronal injury and neurocognitive impairment compared to those who do not use meth (19–21). Studies that examined the impact of meth on neuronal health in PWH showed that those who use meth have decreased neuronal health compared to people without HIV who use meth and compared to PWH who do not use meth (22, 23). Other studies have shown that PWH who use meth have increased neurocognitive impairment compared to the other groups (24, 25). These data suggest that meth may exacerbate HIV neuropathogenesis in PWH.

HIV entry into the CNS, which is critical to development of HIV-NCI, occurs, in part, by the transmigration of HIV-infected monocytes across the BBB (26–30). These infected monocytes produce virus that can infect and activate resident CNS cells (31, 32). This results in production of host and viral factors that are neurotoxic and can also recruit additional monocytes from the peripheral blood into the CNS. Intermediate monocytes, a specific subset of monocytes that expresses surface CD14, the LPS co-receptor, and CD16, the FcγRIII receptor, are key mediators of this process (27). The CD14^+^CD16^+^ intermediate monocytes are referred to as mature monocytes throughout the text. These cells are preferentially infected with HIV and preferentially transmigrate across a BBB model compared to other monocyte subsets (28, 33, 34). These monocytes are increased in the peripheral blood of PWH and they are increased further in those who use substances, including meth, demonstrating that meth can affect these monocytes (35–37). The infected monocytes can differentiate into long-lived macrophages that help sustain viral persistence, neuroinflammation, and neuronal damage. *In vivo* studies showed that meth increased the population of CD14^+^CD16^+^ macrophages and the amount of virus in the brains of Simian Immunodeficiency Virus (SIV) infected macaques (38, 39). PWH who use meth were shown to have increased plasma and cerebrospinal fluid (CSF) viral loads despite adherence to ART (23, 40, 41). These studies suggest that meth may increase viral replication as well as the entry of HIV-infected mature monocytes into the CNS, thus contributing to viral seeding/reseeding and exacerbated neuroinflammation and subsequent neuronal damage.

The effects of meth on peripheral HIV-infected mature monocytes that can contribute to HIV neuropathogenesis in PWH have not been extensively characterized. In this study, we performed RNA sequencing of HIV-infected mature monocytes treated with or without meth. We demonstrate that meth treatment of HIV-infected mature monocytes increases expression of transcripts related to cytoskeletal rearrangement, cell movement, and extravasation. We also show that meth decreases expression of transcripts related to antigen presentation, pathogen recognition, and inflammatory responses. Additionally, we found changes in mitochondria related transcripts that could affect the bioenergetics of these cells. These changes could result in increased transmigration of mature monocytes into the CNS, cause dampening of the immune response, which can impair the ability of these cells to fight pathogens, and impact proper functioning of monocytes. These effects on mature monocytes can contribute to the pathogenesis of HIV-NCI in PWH who use meth.

## Materials and methods

### Monocyte isolation and culture

Leukopaks from anonymous healthy donors were obtained from New York Blood Center. Institutional Review Board (IRB) approval for these studies was obtained from the Einstein Human Research Protection Program (HRPP) at Albert Einstein College of Medicine (IRB no. 1994-0003). Isolation and culture of primary mature monocytes was performed as previously described (28). Briefly, peripheral blood mononuclear cells (PBMC) were isolated from leukopaks using Ficoll-Paque PLUS (GE Healthcare, Uppsala, Sweden) density centrifugation. Monocytes were positively selected from the PBMC using Miltenyi Beads CD14 Selection Kit (Miltenyi Biotec, Bergisch Gladbach, Germany) according to manufacturer’s instructions. Isolated CD14+ monocytes were resuspended at a concentration of 2x10^6^ cells/ml in monocyte media containing RPMI 1640 1X (Gibco, Grand Island, New York) supplemented with 5% fetal bovine serum (Sigma-Aldrich, St. Louis, Missouri), 10% human serum (Sigma-Aldrich, St. Louis, Missouri), 1% HEPES (Sigma-Aldrich, St. Louis, Missouri), 1%Pen-Strep (Gibco), and 10ng/ml macrophage colony stimulating factor (M-CSF) (Peprotech, Rocky Hill, New Jersey). Cells were cultured non-adherently in Teflon coated flasks at 37°C with 5% CO_2_ for 2 days to increase the population of mature monocytes in culture (28, 33, 42). Using this culturing technique, we previously showed that the number of mature monocytes is increased from 5-10% to approximately 70-90% (33).

### HIV infection and meth treatment for RNA sequencing

Mature monocytes were divided into 2 flasks, and cells in each flask were resuspended at 10x10^6^ cells/ml in fresh monocyte media and infected for 8 h with 1 ug p24/ml of HIV_ADA_ isolate prepared as described (43). This technique facilitates virus uptake by the cells *in vitro* as established previously in our laboratory (43). Virus was removed from cells by centrifugation, cells were resuspended at 2x10^6^ cells/ml in fresh media, and cultured non-adherently for 3 additional days to facilitate viral infection and replication. Three days post-infection, 50µM Methamphetamine hydrochloride, resuspended in sterile ddH_2_0 (Sigma-Aldrich), was added to one of the flasks for 6 h. This time point is in the range within when meth reaches peak concentration in plasma of meth users (44). The meth concentration chosen is within the range of levels found in plasma of people who use meth (45). After treatment, cells from both flasks were centrifuged for use in flow cytometry and for RNA collection. Supernatants were also collected for HIV p24 quantification using a sensitive HIV p24 alphaLISA kit (Perkin Elmer, Waltham, Massachusetts) as per manufacturer’s protocol to confirm infection of the mature monocytes.

### Mature monocyte quantification by flow cytometry

A portion of both meth treated and untreated HIV-infected cells were analyzed for CD14 and CD16 surface expression by flow cytometry. Cells were labeled on ice in the dark for 30 minutes using anti-human CD14 (0.05 ug per 2x10^5^ cells) conjugated with allophycocyanin (APC) (BD Biosciences, San Jose, California; clone M5E2), and anti-human CD16 (0.05 ug per 2x10^5^ cells) conjugated to phycoerythrin/Cy7 (PE-Cy7) (BD Biosciences; clone 3G8). Corresponding isotype matched antibodies and fluorescence minus one (FMO) were used as negative controls. Labeled cells were fixed with 2% paraformaldehyde in 1%BSA/PBS and acquired with the Attune NxT flow cytometer (ThermoFisher Scientific). A minimum of 10,000 events was acquired for each condition. Data analyses were performed using FlowJo software version 10.6.1 (Treestar, Ashland, Oregon).

### RNA extraction and quality control

RNA extraction was performed using Qiagen RNeasy Micro Kit (Qiagen, Hilden, Germany) as per manufacturer’s protocol. To ensure minimal organic contamination, 260/230 ratios were quantified with Nanodrop (ThermoFisher Scientific). RNA quality and concentration were confirmed by Genewiz (South Plainfield, New Jersey). RNA degradation was measured using TapeStation electrophoresis system (Agilent, Santa Clara, California) and RNA was quantified by Qubit fluorimeter (ThermoFisher Scientific). Good quality RNA was determined by an RNA Integrity Number (RIN) of greater than 6. All samples had RIN > 9 (data not shown).

### Library preparation and RNA sequencing

Library preparation, RNA sequencing, and sequence alignment was performed at Genewiz. Briefly, an RNA-sequencing library was prepared using ribosomal RNA depletion followed by fragmentation and random priming, cDNA synthesis, end repair, 5’ phosphorylation, dA-tailing, adapter ligation, PCR enrichment and sequencing. Sequencing was performed using Illumina HiSeq (Illumina, San Diego, California) with a configuration 2 X 150bp. The sequenced reads were trimmed using Trimmomatic version 0.36. The trimmed reads were mapped onto the *Homo sapiens* GRCh38 reference genome available on ENSEMBL using the STAR aligner version 2.5.2b. The BAM files were generated, and gene hit counts were calculated by using featureCounts from the Subread package version 1.5.2.

### Analyses of differentially expressed genes

Analysis was conducted using R version 4.0.2. We used ComBat_seq function for batch correction to account for the variability inherent in primary cells. Data were then normalized using the calcNormFactors function to account for library size differences among samples. EdgeR function was used to obtain differentially expressed genes (DEG) between meth treated HIV-infected mature monocytes and untreated HIV-infected cells. DEG were considered significant if Benjamini-Hochberg adjusted p-value was less than 0.05 and absolute log 2-fold change was greater than 0.25. To visualize the expression of transcripts between treated and untreated cells, we used ggplot, and heatmap.2 functions.

### Pathway and functional analysis

We performed downstream pathway and functional analyses of the significant DEG using Ingenuity Pathway Analysis (IPA) software version 01-20-04 (Qiagen). We used a p-value of < 0.05 and z-score of either >2 or <-2 to determine significantly predicted affected pathways and functions. GraphPad Prism Software version 9.3.1 (GraphPad Software, San Diego, California) was used to plot the pathway and functional analyses data.

### Western blotting

Monocytes were isolated, cultured, infected, and treated as described. Some HIV-infected mature monocytes were also treated with meth for 24 h for protein analyses to capture proteins translated after the 6 h time point used for RNA analyses. Cells were lysed with RIPA buffer containing 1X Halt Protease Inhibitor and Phosphatase Inhibitor cocktail (Thermo Fisher Scientific). Lysate protein concentrations were quantified by Bradford Assay using Protein Assay Reagent Concentrate (Bio-Rad, Hercules, California). Equal amounts of protein from each condition for each donor were electrophoresed by SDS-PAGE under reducing conditions, with subsequent transfer to polyvinylidene difluoride (PVDF) membranes overnight at 4°C. Li-Cor Revert Total Protein Stain (Li-Cor, Lincoln, Nebraska) was used to quantify total protein optical density (O.D.), using the Li-Cor Odyssey Fc System for visualization, and Image Studio software (Li-Cor) version 5.2 for O.D. quantification. Membranes were blocked in SuperBlock Blocking Buffer (ThermoFisher) followed by overnight incubation at 4°C with mouse anti-MMP9 (1:500, ThermoFisher, #MA5-15886) or rabbit anti-Gelsolin (1:1000, Cell Signaling Technology, Danvers, Massachusetts, #12953) in 5% BSA-TBST. HRP-conjugated anti-mouse IgG (Cell Signaling Technology, #7076) was used as secondary antibody for MMP9, and HRP-conjugated anti-rabbit IgG (Cell Signaling Technology, #7074) was used for gelsolin, each at 1:1000 dilution in 5% milk-TBST. Blots were developed using Super Signal West Femto Chemiluminescent Substrate (ThermoFisher) for MMP9, or Western Lightning Plus ECL Oxidizing Reagent Plus (Perkin Elmer) for gelsolin, and visualized and analyzed the same as for total protein. The O.D. of target proteins were normalized to total protein O.D. Data were analyzed as the fold change of normalized O.D. of target proteins in HIV-infected meth treated cells over the normalized O.D. of target protein in untreated cells. Figures were prepared in GraphPad Prism Software version 9.3.1.

### MMP-9 ELISA

Cells infected and treated with meth as described were centrifuged at 1000rpm for 5 minutes at room temperature. The supernatants were collected and assayed using the MMP-9 DuoSet ELISA kit as per manufacturer’s instructions (R&D Systems, Minneapolis, Minnesota). The limit of detection for this kit is 31.25pg/ml. GraphPad Prism Software version 9.3.1 was used to prepare the figures and statistical analyses. The MMP-9 concentrations were normalized to 10 million cells to adjust for the different cell numbers in culture per experiment. Data were analyzed as the fold change of HIV-infected meth treated cells over untreated HIV-infected cells.

### Statistical analyses

For MMP-9 ELISA and HIV p24 alphalisa experiments, D’Agostino-Pearson omnibus normality test was performed to test for gaussian distribution of the data. One sample t-test or paired t-test was used for the normally distributed data, with p < 0.05 considered statistically significant.

## Results

### Meth induces differential gene expression in HIV-infected mature monocytes

The mechanisms by which meth contributes to HIV-NCI in PWH are not incompletely characterized. We examined the effects of meth on the transcriptome of HIV-infected mature monocytes by RNA-sequencing to identify potential mechanisms by which meth contributes to neuropathogenesis in PWH. Primary monocytes from three independent healthy donors were positively isolated from leukopaks, cultured and infected with HIV, and treated with meth as described. RNA from HIV-infected and HIV-infected meth treated cells was then sequenced, mapped onto the genome, counted, and then we performed principal component analysis (PCA) to determine similarities in gene expression patterns among samples. 

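For RNA-seq, mature monocytes of 3 donors were infected with HIV and, 3 days after infection, were left untreated or treated with 50 µM meth for 6 h, giving 1 untreated and 1 meth treated library per donor. Total RNA was depleted of ribosomal RNA before random priming, and the authors trimmed the reads, mapped them onto GRCh38 with STAR and counted them per Ensembl gene with featureCounts. The authors deposited these counts for 57500 genes without normalization and without batch correction. The totals were 22103053, 24004193 and 31374060 counts in the untreated libraries of donors 1, 2 and 3, and 25463113, 28050688 and 31340105 counts in their meth treated libraries. Donors are numbered here as the labels of the deposited samples number them. In Table S1, the counts headed Donor 1 are those of donor 1 after batch correction, whereas those headed Donor 2 belong to donor 3 and those headed Donor 3 to donor 2. Starting from the deposited counts, genes with too few counts were removed with edgeR's filterByExpr, which left 17257 genes, and library sizes were scaled by TMM. Levels are given as CPM, the counts of a gene relative to the scaled library size. Each gene was then fitted with donor as a block and treatment as the effect, and treatment was tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Transcripts were called changed at an adjusted p below 0.05 and an absolute log2 fold change above 0.25, the thresholds of the paper. The block takes the place of the ComBat-seq batch correction of the paper, which adjusts the counts themselves before the test. With 3 donors, an exact sign test of 3 pairs cannot give a two-sided p below 0.25, so the adjusted p values rest on the spread shared across genes. Positions of genes are those of the annotation of GRCh38 used here.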

Separate samples from the same donors clustered together (**Figure 1A**). 

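Of the total sum of squares of log2 CPM over the 17257 genes, 67.1% lay between donors and 11.4% between treatments. With 1 library per donor and treatment, the share between treatments also holds variation between libraries, so it is not the share due to meth. The first principal component held 43.7% of the variance and separated both libraries of donor 3, at -44.8 and -42.7, from the 4 libraries of donors 1 and 2, which lay between 9.86 and 39.9. The second component held 26.2% and separated donor 1, at 31.7 and 26.3, from donor 2, at -26.7 and -36.0. The root mean square log2 difference between the 2 libraries of one donor was 0.39 to 0.47 over the 3 donors, against 0.55 to 0.69 between libraries of the same treatment from different donors. With other gene selections the donor share was 53.6% with no filter on low counts and 78.9% among genes with a mean count of at least 100. Without donor 3 it was 56.7%.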

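When the deposited counts were passed through ComBat-seq with donor as the batch and treatment as the group, the share of the sum of squares between donors fell to 4.95% and the share between treatments was 32.6%. The latter share again holds variation between libraries besides any effect of meth. Libraries of one donor were then no longer the closest: their root mean square log2 difference was 0.41 to 0.46, against 0.29 to 0.34 between libraries of the same treatment from different donors. In the corrected data the first principal component, with 37.0% of the variance, separated the untreated from the meth treated library of donor 1, at 28.8 and -32.4, and left the other 4 libraries between -0.045 and 2.22. The second component, with 30.9%, separated the treatments in donors 2 and 3. Of the 258 transcripts of Table S1, 254 had counts there that were identical in all 6 libraries to these corrected counts, and the 4 others (COX2, ND4, ND5 and FLNA) differed by at most 10 counts.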

To reduce the bias in downstream differential gene expression analyses that could be introduced by this similar clustering, we performed batch correction that accounts for the donor variation commonly seen in primary cells from different people (**Figure 1B**). 

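Of the 17257 genes tested, 6 were higher and 22 were lower in HIV-infected mature monocytes treated with meth at the thresholds used, by edgeR's quasi-likelihood test with the donor block, and 2253 genes had an unadjusted p below 0.05. All 28 are among the 258 transcripts of Table S1. All 258 changed in the same direction in the deposited counts as in that table, and in the same direction in all 3 donors, whereas 35.8% of all genes tested changed alike in all 3 donors and chance alone gives 25%. Those 258 transcripts were selected on these same libraries. Across the 258, the log2 fold changes correlated with those of Table S1 with a Pearson r of 0.999, and genes are not independent replicates. The number of transcripts that passed depended on the test. With edgeR's likelihood ratio test in place of the quasi-likelihood test, and the donor block kept, 121 genes were higher and 144 were lower, and 225 of the transcripts in Table S1 were among them. With ComBat-seq first and no donor term, 257 genes were higher and 332 lower by the quasi-likelihood test. Without any donor term on the deposited counts, 0 genes passed by edgeR's quasi-likelihood test, and 489 genes had an unadjusted p below 0.05. Fold changes also followed the GC content of the genes. The median log2 fold change rose from -0.096 in the tenth of expressed genes with the lowest GC content to 0.10 in the tenth with the highest. Of the 121 transcripts that rose in Table S1, 111 lay above the median GC content of 47.6%, and 82 of the 137 that fell lay below it. After loess correction of each library on GC content and length, with the donor block, 8 genes were higher and 52 lower.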

We identified 121 upregulated transcripts and 137 downregulated transcripts in HIV-infected mature monocytes treated with meth relative to untreated infected cells (**Figure 1C** and **Table S1**). 

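NCS1, neuronal calcium sensor 1, lies on chromosome 9 from 130172404 to 130237303. It had 54.6 ± 5.53 CPM (SD, n = 3 donors) in untreated and 73.9 ± 6.18 (SD, n = 3) in meth treated cells. The log2 fold change was 0.44 (standard error 0.061, adjusted p = 0.0247 from edgeR's quasi-likelihood test), with 0.33 to 0.51 in the single donors. RASAL1, which the paper's text writes with a final capital I, lies on chromosome 12 from 113098819 to 113136239 and had the largest rise of the 6 transcripts called higher, 0.53 (standard error 0.075, adjusted p = 0.0247, same test), with a narrow range over donors of 0.51 to 0.55. Its level was low, at 16.6 ± 2.31 CPM untreated and 23.9 ± 3.09 with meth (SD, n = 3). NCS1 was called under 18 of 20 and RASAL1 under 17 of 19 other settings that kept all donors and gave an adjusted p, 4 of which were chosen after the values were seen, here and below. The other rises among the 5 largest called were APOBR, with a log2 fold change of 0.42, PLEC, with 0.42, and PDLIM7, with 0.34.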

Some of the top upregulated transcripts are involved in cell movement signaling pathways including *NCS1*, a regulator of G-protein coupled receptor phosphorylation, and *RASALI*, a GTPase-activating molecule (**Figure 1D**). Meth also upregulated cytoskeletal binding molecules including *PLEC* (**Figure 1D**). 

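PLEC encodes plectin, which links the cytoskeletal filament systems, and lies on chromosome 8 from 143915153 to 143976734. Its level rose from 534 ± 161 to 704 ± 161 CPM (SD, n = 3 donors), a log2 fold change of 0.42 (standard error 0.066, adjusted p = 0.0364 from edgeR's quasi-likelihood test). The 3 donors gave 0.31 to 0.55. PLEC has a GC content of 67.2% in its exons, and after the correction on GC content and length the log2 fold change was 0.26 and PLEC was no longer called. It was called under 14 of 20 other settings.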

Meth downregulated transcripts including *ND6*, a mitochondria molecule involved in oxidative phosphorylation, and *TLR7*, a toll like receptor (TLR) involved in antiviral immune response (**Figure 1D**). 

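ND6 is encoded on the mitochondrial chromosome, from 14149 to 14673, and is listed as MT-ND6 in the annotation. It fell from 2205 ± 245 to 1639 ± 288 CPM (SD, n = 3 donors). Within donors the log2 ratio was -0.58 to -0.33, and the fitted log2 fold change was -0.44 (standard error 0.071, adjusted p = 0.0435 from edgeR's quasi-likelihood test). TLR7, on chromosome X from 12867072 to 12890361, fell in every donor as well, with a log2 fold change of -0.63 (standard error 0.092, adjusted p = 0.0264, same test). TLR7 had 19.2 ± 3.62 CPM in untreated and 12.5 ± 2.35 in meth treated cells (SD, n = 3). The transcripts with the largest called falls after SELENOP were PLK2 and HSPA2. FOSB fell by 0.71 on the log2 scale, CLEC10A by 0.74 and RASD1 by 0.86.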

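HLA-DPA1 and HLA-DPB1 encode the 2 chains of one MHC class II molecule and lie side by side on chromosome 6, from 33064569 to 33080775 and from 33075990 to 33089696. They overlap on opposite strands, so that reads in the overlap are uncertain unless strand was used in counting, which the paper's methods do not state. HLA-DPA1 had a log2 fold change of -0.38 (standard error 0.063, adjusted p = 0.0447 from edgeR's quasi-likelihood test) and ranged over donors from -0.52 to -0.27. HLA-DPB1 had nearly the same change, -0.37 (standard error 0.069), but its adjusted p of 0.0580 in the same test lay above 0.05. It was called under 12 of 20 other settings.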

Meth also downregulated transcripts including *HLA-DPA1* and *HLA-DPB1* that are important in antigen presentation. This differential gene expression profile induced by meth could lead to changes in functions of HIV-infected mature monocytes contributing to increased cell migration, dysregulated immune response, and consequently neuropathogenesis in PWH who use meth.

**Figure 1:**
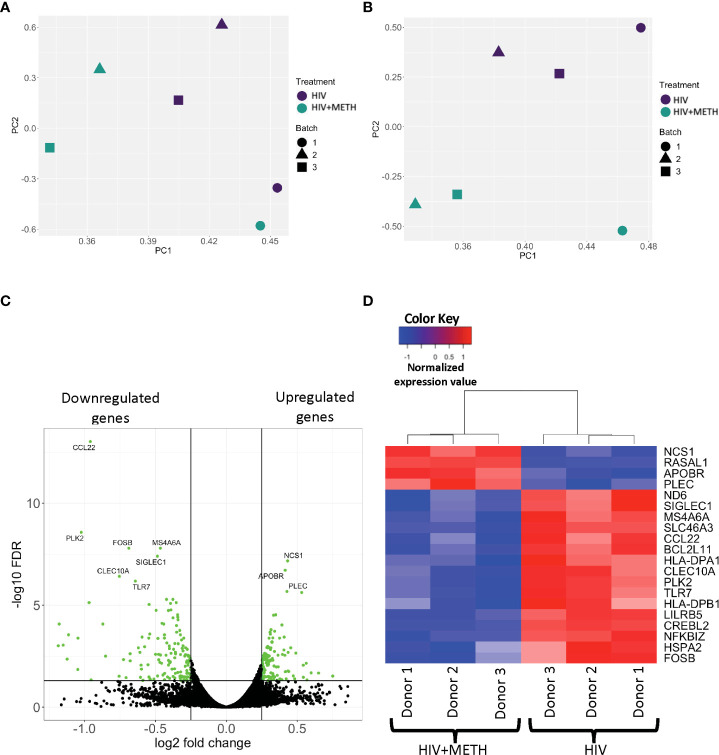
RNA sequencing analyses demonstrate differential gene expression in HIV-infected mature monocytes treated with meth compared to untreated HIV-infected cells. **(A, B)** Principal component analysis (PCA) plot of sample clustering based on gene expression patterns before **(A)** and after **(B)** batch correction. Each data point represents an individual sample, and the data shapes represent the individual donors. The y-axis and x-axis represent the first and second principal components, respectively. HIV-infected mature monocytes treated with meth are shown in blue and untreated HIV-infected mature monocytes are shown in green. **(C)** A volcano plot showing overall DEG between the HIV-infected mature monocytes treated with or without meth. Each dot represents a gene that was either statistically significantly different(green) or unchanged (black). The y-axis represents -log false discovery rate (FDR), and the x-axis represents log 2-fold change. **(D)** A heat map representing normalized gene expression levels of the top 20 DEG between HIV-infected mature monocytes treated with meth or untreated. Each column represents an individual sample, and each row represents a gene. The color scale represents lower (blue) to higher (red) gene expression levels.

To ensure that meth did not affect cell survival or mature monocyte surface markers, a portion of infected monocytes was analyzed by flow cytometry for CD14 and CD16. Meth treatment did not change the survival, nor the percentage of mature monocytes (**Supplementary Figures 1A, B**). We confirmed HIV infection by quantifying HIV p24 protein in cell supernatant with AlphaLISA. Meth increased the amount of HIV released from cells from each independent donor (**Supplementary Figure 2**). This is consistent with other studies that reported increased HIV infection in other cell types including macrophages (46, 47).

### HIV-infected meth-treated mature monocytes are predicted to have differential gene expression related to cell activation, infection by viruses, adhesion and extravasation, and cytoskeletal rearrangement

We performed IPA of DEG to identify predicted functions of mature monocytes that are impacted by meth. We found that meth downregulated pathogen recognition and binding molecules *TLR5*, *TLR7*, *TLR8*, and *SIGLEC1*, antigen presenting MHC transcripts *HLA-DMA*, *HLA-DMB*, and *HLA-DPA1*, and *TNFSF9*, *NOD2*, and *CCL22*, molecules involved in inflammatory responses (**Table S2** and **Figure 2A, B**). Downregulation of these transcripts by meth could lead to dysregulated immune responses by impairing the ability of monocytes to respond to pathogens and other inflammatory related stimuli. 

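Among these transcripts, CCL22 had the strongest evidence, with a log2 fold change of -0.97 (standard error 0.091, adjusted p = 0.00169 from edgeR's quasi-likelihood test) and -1.13 to -0.66 in the 3 donors. SIGLEC1 fell from 56.3 ± 18.2 to 40.1 ± 15.5 CPM (SD, n = 3), a log2 fold change of -0.50 (standard error 0.069, adjusted p = 0.0247, same test). TLR5 was also called, at -0.39 (standard error 0.063, adjusted p = 0.0435, same test). TLR8, HLA-DMA, HLA-DMB, TNFSF9 and NOD2 fell in all 3 donors but did not pass, with log2 fold changes of -0.31 for TLR8, -0.31 for HLA-DMA, -0.32 for HLA-DMB, -0.37 for TNFSF9 and -0.28 for NOD2. Their adjusted p ran from 0.0644 for TLR8 to 0.121 for NOD2 in edgeR's quasi-likelihood test. TLR8 was called under 9 of 20, HLA-DMA under 11 of 20 and NOD2 under 9 of 19 other settings. HLA-DMA overlaps BRD2 on the other strand.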

Infection by virus was predicted to be activated in meth treated HIV-infected mature monocytes compared to untreated infected cells (**Table S2** and **Figure 2A**). 

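Table S2 lists 47 transcripts for infection by RNA virus, and its list for viral infection is incomplete in the text used here. Of the 47, 23 were higher and 24 were lower with meth in the deposited counts, and 1 of the higher (NCS1) and 5 of the lower passed the thresholds by edgeR's quasi-likelihood test. For activation of leukocytes, 11 of 41 transcripts were higher and 30 were lower. IPA scores each transcript against the direction recorded for it in that software's knowledge base, which was not used here, so the scores themselves were not recomputed. The split of 23 against 24 gives no direction by itself. For infection of mammalia, 5 of 17 transcripts were higher and 12 were lower, 5 of them called.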

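TRIM22, on chromosome 11 from 5689610 to 5737089, had a log2 fold change of -0.27 (standard error 0.061, adjusted p = 0.109 from edgeR's quasi-likelihood test) and overlaps TRIM5 on the other strand. IFITM3 had -0.32 (standard error 0.078, adjusted p = 0.127, same test), and its reads can be shared with the close paralogs IFITM1 and IFITM2. Both fell in all 3 donors without passing the thresholds. SPHK1 was higher with meth in all 3 donors, with log2 ratios of 0.15 to 0.62 and a log2 fold change of 0.42 (standard error 0.092, adjusted p = 0.0903, same test). Over a list of 49 interferon-stimulated genes, IFITM3, TRIM22 and SIGLEC1 of Table S1 among them, 39 fell and 10 rose, with a median log2 fold change of -0.11. The list as a whole was lower by limma's camera test with a preset correlation between genes (adjusted p = 7.02e-05 over 16 lists). It did not pass with limma's fry, which uses the spread between donors (adjusted p = 0.125), or with camera's own estimate of the correlation (adjusted p = 0.459). Of its genes, 1 was called over all genes tested and 4 passed when adjusted over the list alone.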

Some of the transcripts related to infection by virus that were decreased include *TRIM22*, *NOD2*, *IFITM3*, and *SPHK1* (**Figure 2C**). These changes could lead to a decreased immune response to fight viruses, leading to increased viral infection in the meth treated HIV-infected mature monocytes that can contribute to viral reservoir persistence.

**Figure 2:**
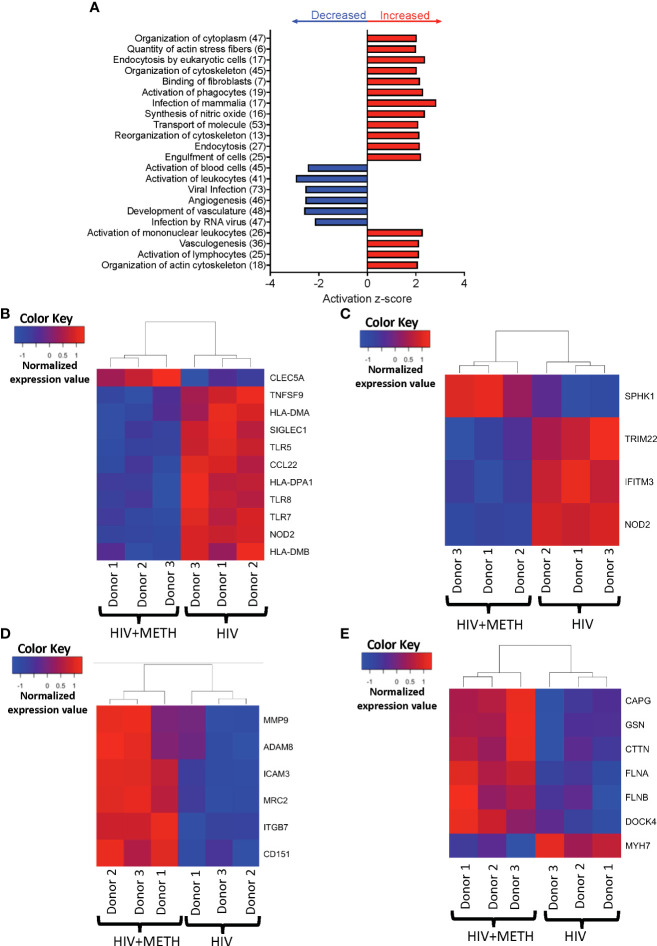
HIV-infected mature monocytes treated with meth compared to untreated HIV-infected cells have a predicted increase in viral infection and cytoskeletal rearrangement and decrease in cell activation. **(A)** Top functions predicted to be increased (red) or decreased (blue) in the meth treated compared to untreated HIV-infected cells. The y-axis represents the list of functions, and the numbers in the parenthesis represent the quantity of molecules that were differentially expressed after meth treatment. The x-axis represents activation z-score. **(B–E)** Heat maps representing normalized expression levels of some genes involved in **(B)** activation of leukocytes, **(C)** viral infection, **(D)** cell adhesion and matrix degradation, and **(E)** organization of cytoskeleton in HIV-infected mature monocytes treated with and without meth. Each column represents an individual sample, and each row represents a gene. The color scale represents lower (blue) to higher (red) gene expression levels. The dendrograms show unsupervised clustering of samples.

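MRC2, ADAM8, ITGB7, CD151 and ICAM3 were each higher with meth in all 3 donors, but none passed the adjusted p threshold of edgeR's quasi-likelihood test with the donor block. MRC2 had the largest change, with a log2 fold change of 0.50 (standard error 0.10, adjusted p = 0.0618, same test). ICAM3 followed, with 0.48, then ITGB7 with 0.32, ADAM8 with 0.29 and CD151 with 0.29. ADAM8 varied most between donors, from 0.075 to 0.46, whereas ITGB7 gave 0.26 to 0.40. Among other settings, MRC2 was called under 10 and ICAM3 under 8 of 19, and ADAM8 under 7, ITGB7 under 8 and CD151 under 9 of 20. CD151 overlaps POLR2L and ITGB7 overlaps ZNF740, both on the other strand.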

Our data showed meth increased transcripts involved in cell adhesion and matrix degradation, including *MMP-9, MRC2*, *ADAM8, ITGB7*, *CD151* and *ICAM3* (**Table S1** and **Figure 2D**). 

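CTTN, FLNA, DOCK4 and CAPG, which bind or organize actin, were higher with meth in all 3 donors. CTTN had the largest log2 fold change, 0.45 (standard error 0.11, adjusted p = 0.133 from edgeR's quasi-likelihood test), but donor 1 gave 0.82 against 0.23 and 0.37 in the others. FLNA rose from 4155 ± 848 to 5076 ± 909 CPM (SD, n = 3 donors), a log2 fold change of 0.29. CAPG had 0.28 and DOCK4 0.27, and no transcript of these 4 passed the adjusted p threshold. MYH7, a cardiac myosin heavy chain on chromosome 14 from 23412740 to 23435660, was lower with meth in all 3 donors. It had 8.76 ± 2.10 CPM untreated and 4.16 ± 2.70 with meth (SD, n = 3), a log2 fold change of -1.16 (standard error 0.20, adjusted p = 0.0563 from edgeR's quasi-likelihood test), and MYH7 can share reads with its neighbour and close paralog MYH6. The summed CPM of MYH6 and MYH7 fell in donors 1 and 2, with log2 ratios of -1.82 and -0.52, and rose in donor 3, with 0.75. MYH8 had 0 to 3 counts per library, 8 in all, so no direction was detectable at this depth. A set of 14 adhesion and cytoskeletal transcripts, taken from those the paper names as raised and without MYH7, MYH8 and RHOU, which did not rise here, had a median GC content of 60.5%. Their median log2 fold change was 0.31, and 0.26 after correction on GC content and length, with all 14 still higher.

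**Figure D1:**
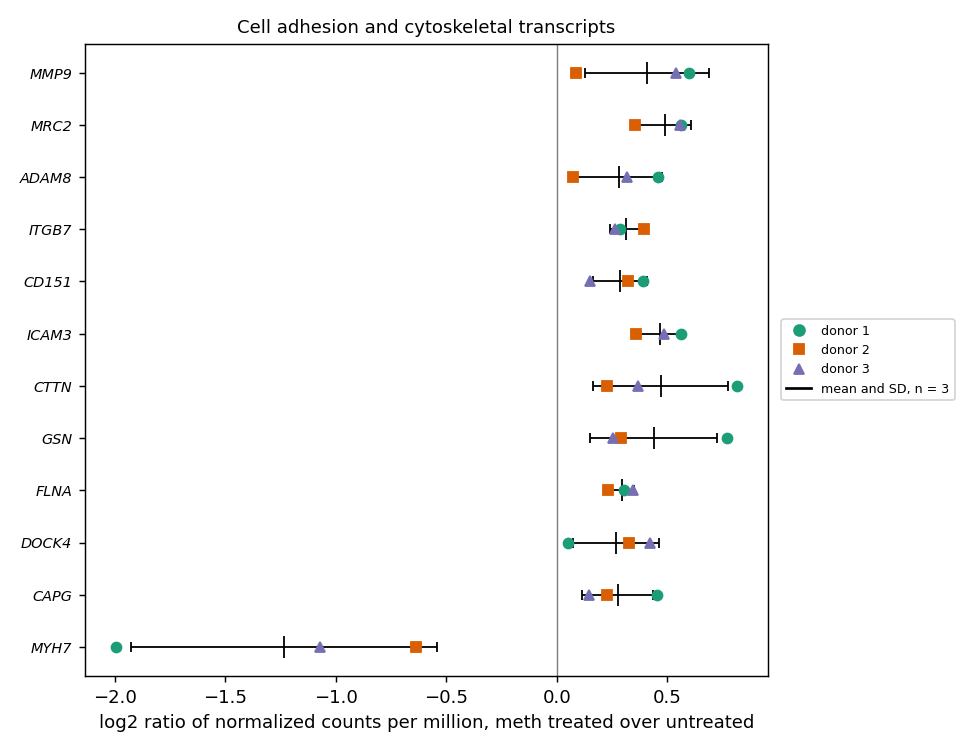
Log2 ratio of normalized CPM, meth treated over untreated, for 12 cell adhesion and cytoskeletal transcripts. Each symbol is one of 3 donors, and the black mark and bar give the mean and SD; MYH7 lies below 0 in all 3 donors and the 11 others above it.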

We also found that meth increased expression of molecules involved in cytoskeletal arrangement including *MYH7*, *MYH8, CTTN*, *GSN*, *FLNA*, *FLNB*, *DOCK4*, and *CAPG* (**Table S2** and **Figure 2E**). The proteins encoded by these transcripts are important in cytoskeletal rearrangement that is needed for cell motility and invasion. These changes may result in increased HIV-infected mature monocyte migration into the CNS. The entry of these cells into the CNS can lead to infection and activation of other CNS cells, and production of inflammatory mediators including host and viral proteins, that can contribute to neuronal damage and HIV-NCI.

### HIV-infected meth-treated mature monocytes have dysregulated transcripts involved in inflammatory signaling and cellular metabolic pathways

We determined potential biological pathways that may be changed in HIV-infected mature monocytes treated with meth using IPA of the DEG. We found that pathways including neuroinflammation signaling, T-cell receptor signaling, and oxidative phosphorylation were predicted to be downregulated, whereas RHOGDI and MSP-RON signaling pathways were predicted to be upregulated (**Figure 3A**, **Table S3**). 

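In Table S3, the 13 transcripts of neuroinflammation signaling are 8 MHC class II transcripts, TLR5, TLR7, TLR8, BIRC3 and MMP9. Of the 13, 12 were lower with meth in the deposited counts and 1, MMP9, was higher. T-cell receptor signaling has 14 transcripts there, of which 12 were lower and 2 higher, and 8 are the same MHC class II transcripts. The 12 transcripts of MSP-RON signaling, which the paper predicts to be upregulated, also include these 8, and 11 of the 12 were lower. RHOGDI signaling has 7 transcripts, 4 higher and 3 lower. Oxidative phosphorylation has 4, all lower. By edgeR's quasi-likelihood test, 3 transcripts of neuroinflammation signaling and 3 of MSP-RON signaling passed the thresholds, all lower.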

We further examined transcripts involved in neuroinflammation signaling pathways and signaling with T-cell receptor. We found that molecules such as Major Histocompatibility Complex (MHC) class II molecules including *HLA-DMA*, *HLA-DMB*, *HLA-DPA1*, *HLA-DQB1*, *HLA-DRA*, and *HLA-DRB*, and toll like receptor transcripts, *TLR5*, *TLR7*, and *TLR8*, were downregulated by meth (**Figures 3B, C**), which is consistent with predicted pathway changes. 

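Of a list of 14 MHC class II genes, written with the values of Table S1 known, 13 had enough counts to be tested. All 13 were lower with meth, with log2 fold changes from -0.60 for HLA-DQA2 to -0.20 for HLA-DRB1 and a median of -0.32. The medians in donors 1, 2 and 3 were -0.18, -0.49 and -0.35. HLA-DRA, the most abundant of those the paper names, fell from 1186 ± 134 to 938 ± 137 CPM (SD, n = 3), a log2 fold change of -0.34 (standard error 0.065, adjusted p = 0.0616 from edgeR's quasi-likelihood test). HLA-DQB1 had -0.23 and HLA-DRB5, the HLA-DRB transcript of Fig. 3B, had -0.28. Reads of HLA-DRB5 can be shared with HLA-DRB1 and depend on each donor's alleles, so its value is uncertain. Over all genes tested 1 of the 13 was called, and 12 passed when adjusted over the list alone, which is not independent evidence for those the paper selected on these libraries. Of 10 toll like receptors, 9 were tested and 8 were lower, with a median of -0.13. TLR2 was at -0.031 and TLR4 at -0.11. After correction on GC content and length the median of the 9 was -0.072, with 2 higher. Over all genes tested 2 were called, and 3 passed when adjusted over the list alone.

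**Figure D2:**
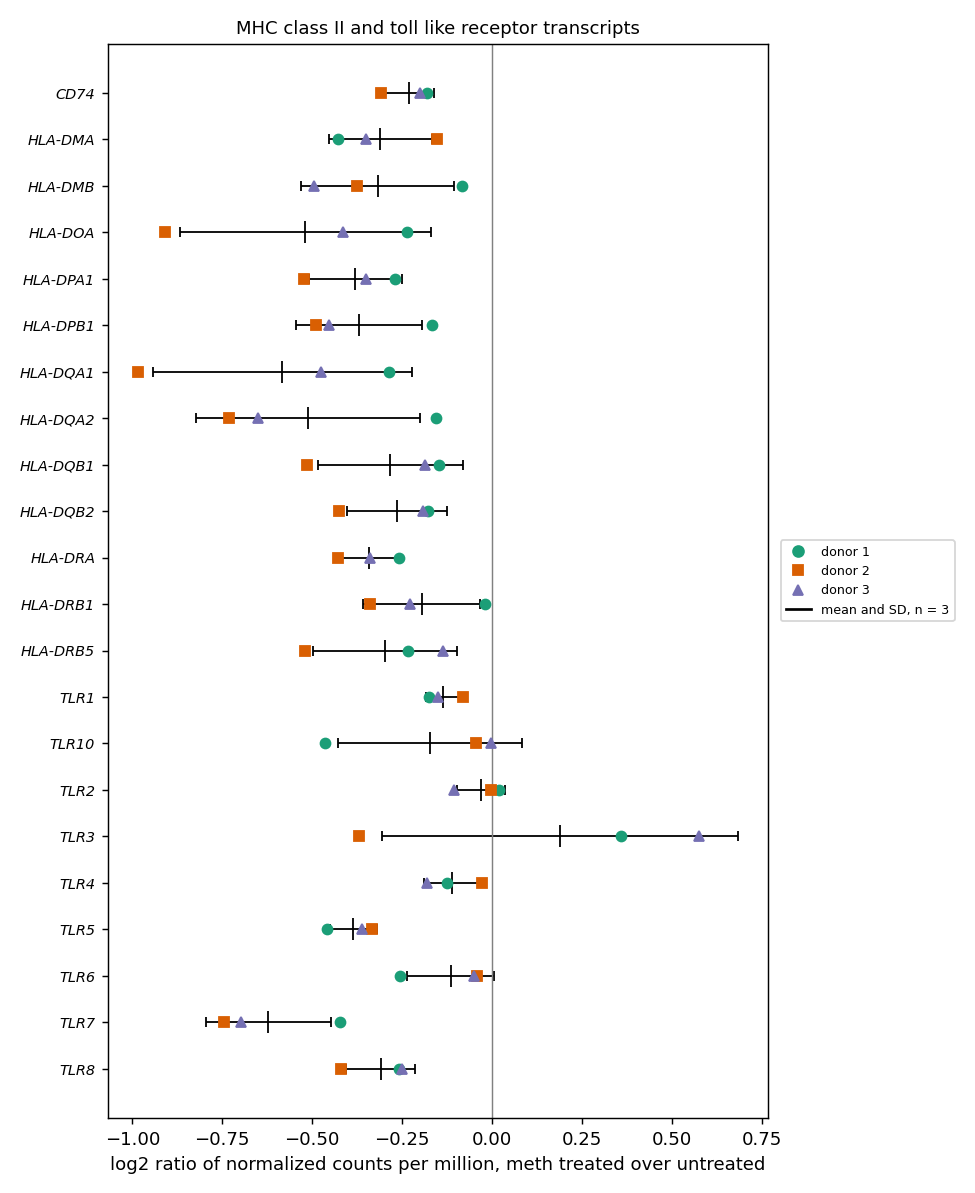
Log2 ratio of normalized CPM, meth treated over untreated, for 13 MHC class II genes and 9 toll like receptors. Each symbol is one of 3 donors, and the black mark and bar give the mean and SD; all 13 MHC class II genes have a mean below 0.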

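VMP1, on chromosome 17 from 59707192 to 59842255, was lower with meth in all 3 donors, with a log2 fold change of -0.34 (standard error 0.061, adjusted p = 0.0580 from edgeR's quasi-likelihood test). CISD2, on chromosome 4 from 102868974 to 102892807, had -0.28 (standard error 0.059, adjusted p = 0.0878, same test), with -0.33 to -0.19 in the single donors. Neither passed the threshold. VMP1 was called under 12 and CISD2 under 8 of 20 other settings. CISD2 has a GC content of 38.6%, and its log2 fold change was -0.19 after correction on GC content and length.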

We also found meth downregulated *CISD2* and *VMP1* which are involved in the endosomal-lysosome pathway as part of antigen processing (**Table S1**). These suggest that meth may impair the ability of HIV-infected mature monocytes to recognize, process, and present antigens to T-cells. This could lead to viral immune evasion and persistence in the CNS. 

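Tested as a set with limma's camera, which presets the correlation between genes, the MHC class II genes were lower (adjusted p = 4.11e-08 over 16 lists) and so were the toll like receptors (adjusted p = 0.00219). Both lists hold transcripts the paper selected on these libraries, so neither p is independent evidence. Among the toll like receptors, TLR7, TLR5 and TLR8 fell most, at -0.63, -0.39 and -0.31. The others lay between -0.17 (TLR10) and 0.19 (TLR3). With fry, which uses the spread between donors, the adjusted p was 0.125 for the MHC class II genes and 0.0749 for the toll like receptors. With camera's own estimate of the correlation it was 0.459 for both, and none of the 16 lists passed under either alternative. The 10 MHC class I genes had a median log2 fold change of 0.013, with 5 higher and 5 lower, and after correction on GC content and length one of -0.050, with 1 higher (camera adjusted p = 0.216). From the lower MHC class II, toll like receptor, CISD2 and VMP1 transcripts, the paper proposes a weaker recognition, processing and presentation of antigens by these cells when meth is present.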

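Genes of the mitochondrial chromosome took 4.63%, 4.82% and 5.56% of all counts in the untreated libraries of donors 1, 2 and 3, and 3.68%, 3.94% and 4.99% in their meth treated libraries. Among its 13 protein genes, 12 were lower with meth and 1, ND3, was at 0.028. Their median log2 fold change was -0.26, and -0.34, -0.25 and -0.17 in donors 1, 2 and 3. COX2 had a log2 fold change of -0.32 (standard error 0.069, adjusted p = 0.0938 from edgeR's quasi-likelihood test), ND4 had -0.30 and ND5 had -0.29. COX1, the most abundant, had -0.13. Over all genes tested only ND6 was called, and 10 of the 13 passed when adjusted over the list alone, which is not independent of the paper's selection on these libraries. As a set they were lower by camera (adjusted p = 8.72e-07), but not by fry (adjusted p = 0.0944). The 76 nuclear genes of oxidative phosphorylation that were tested as a list moved the other way, with 66 higher, 10 lower and a median of 0.11 (camera adjusted p = 8.72e-07). Their medians in donors 1, 2 and 3 were 0.25, 0.092 and 0.003, and 0.18, 0.071 and 0.040 after correction on GC content and length, so the rise was largest in donor 1. Without donor 1 the median was 0.046.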

We also found that mitochondrial transcripts *COX2*, *ND4*, *ND5, and ND6* were downregulated contributing to the predicted decrease in oxidative phosphorylation (**Figure 3D**). Additionally, we found downregulation of the ATP synthase transcript, *ATP8*, and upregulation of transcripts involved in glycolysis, such as *ENO2* and *PFKP* (**Table S1**). These could lead to bioenergetic changes in the monocytes, and potentially affect monocyte functions such as fighting pathogens and immune surveillance. 

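ATP8, listed as MT-ATP8, had a log2 fold change of -0.40 (standard error 0.083, adjusted p = 0.0852 from edgeR's quasi-likelihood test) and ranged over donors from -0.66 to -0.20. It overlaps MT-ATP6, so that reads in the overlap are uncertain. PFKP, on chromosome 10 from 3066333 to 3137718, was higher by 0.31 (standard error 0.057, adjusted p = 0.0580, same test) and ENO2, on chromosome 12 from 6913745 to 6923698, by 0.29 (standard error 0.065, adjusted p = 0.107, same test). Both rose in all 3 donors, and neither passed the threshold. Over a list of 17 glycolysis genes, 16 were higher and 1 was lower, with a median log2 fold change of 0.18 and medians of 0.29, 0.17 and 0.11 in donors 1, 2 and 3. None of the 17 was called over all genes tested, and 11 passed when adjusted over the list alone. Camera gave an adjusted p of 8.83e-07 for the list and fry gave 0.125. After correction on GC content and length the median was 0.11, with 15 of 17 still higher.

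**Figure D3:**
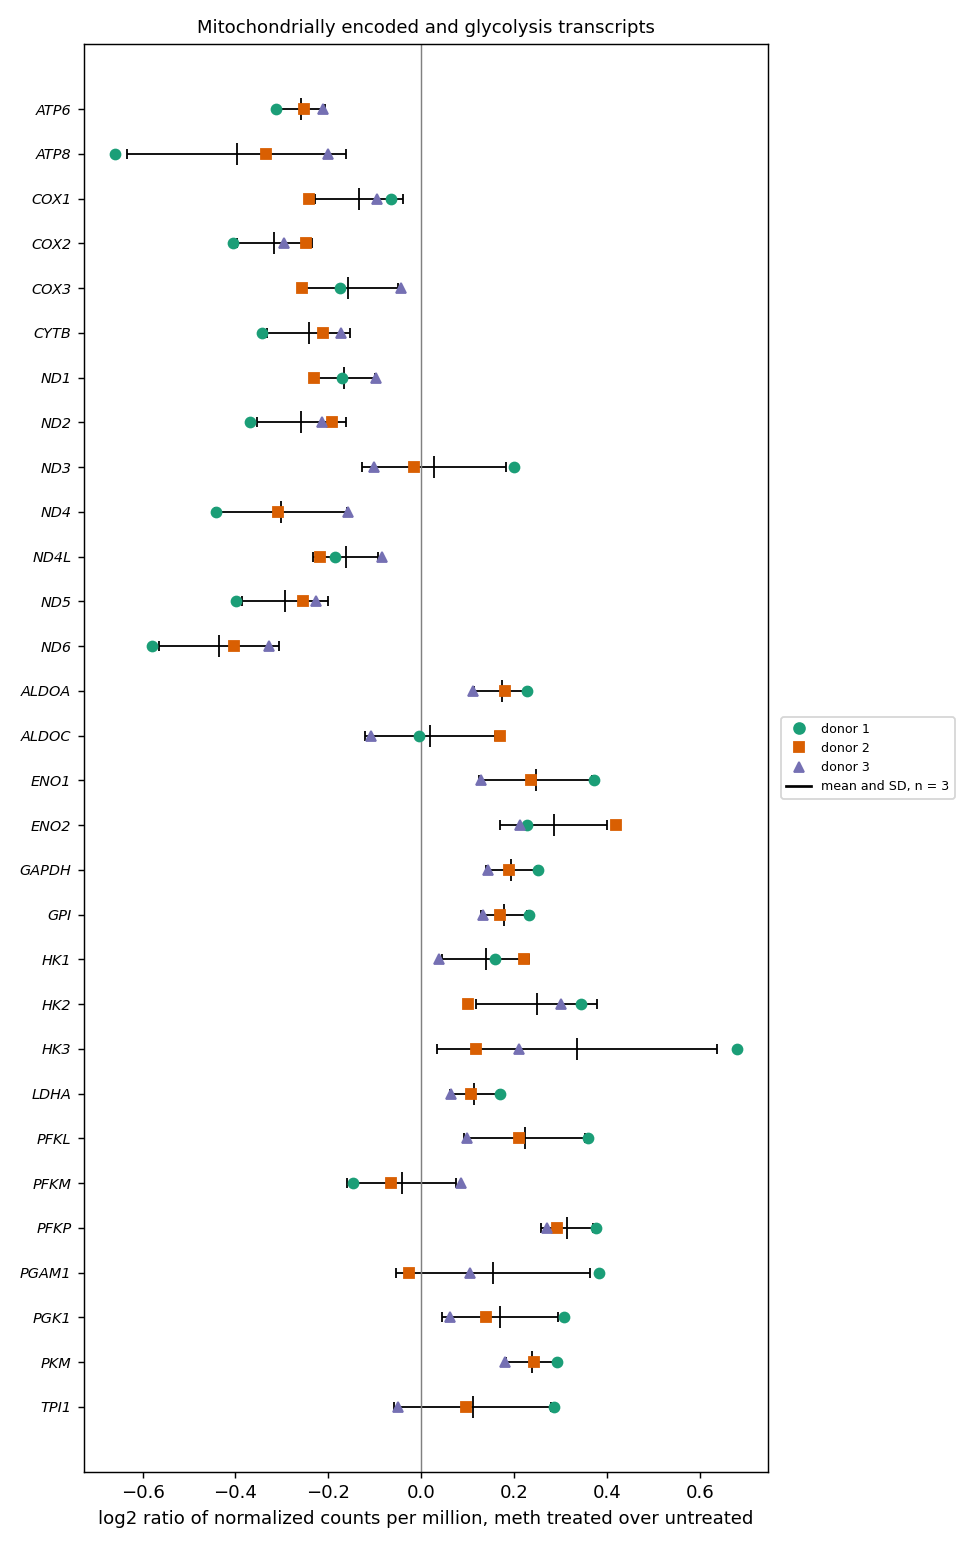
Log2 ratio of normalized CPM, meth treated over untreated, for 13 mitochondrially encoded and 17 glycolysis transcripts. Each symbol is one of 3 donors, and the black mark and bar give the mean and SD; most mitochondrial transcripts lie below 0 and most glycolysis transcripts above it.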

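CFL1 had a log2 fold change of 0.31 with meth (standard error 0.074, adjusted p = 0.116 from edgeR's quasi-likelihood test) and MYH9 had 0.31 (standard error 0.070, adjusted p = 0.104, same test). ST14 had 0.27 (standard error 0.063). All 3 were higher in each donor, and none passed the threshold. RHOU, on chromosome 1 from 228735479 to 228746664, was lower with meth in all 3 donors, with log2 ratios of -0.36 to -0.17 and a log2 fold change of -0.27 (standard error 0.063, adjusted p = 0.116, same test). CFL1 overlaps MUS81 on the other strand.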

Molecules involved in RHOGDI signaling including *CFL1*, *ITGB7*, *MYH7*, *MYH9*, and *RHOU*, and MSP-RON pathways such as *ST14* were upregulated by meth (**Figure 3E** and **Table S2**). The increased expression of these molecules could lead to downstream activation of signaling molecules that may contribute to changes in the biology of these monocytes.

**Figure 3:**
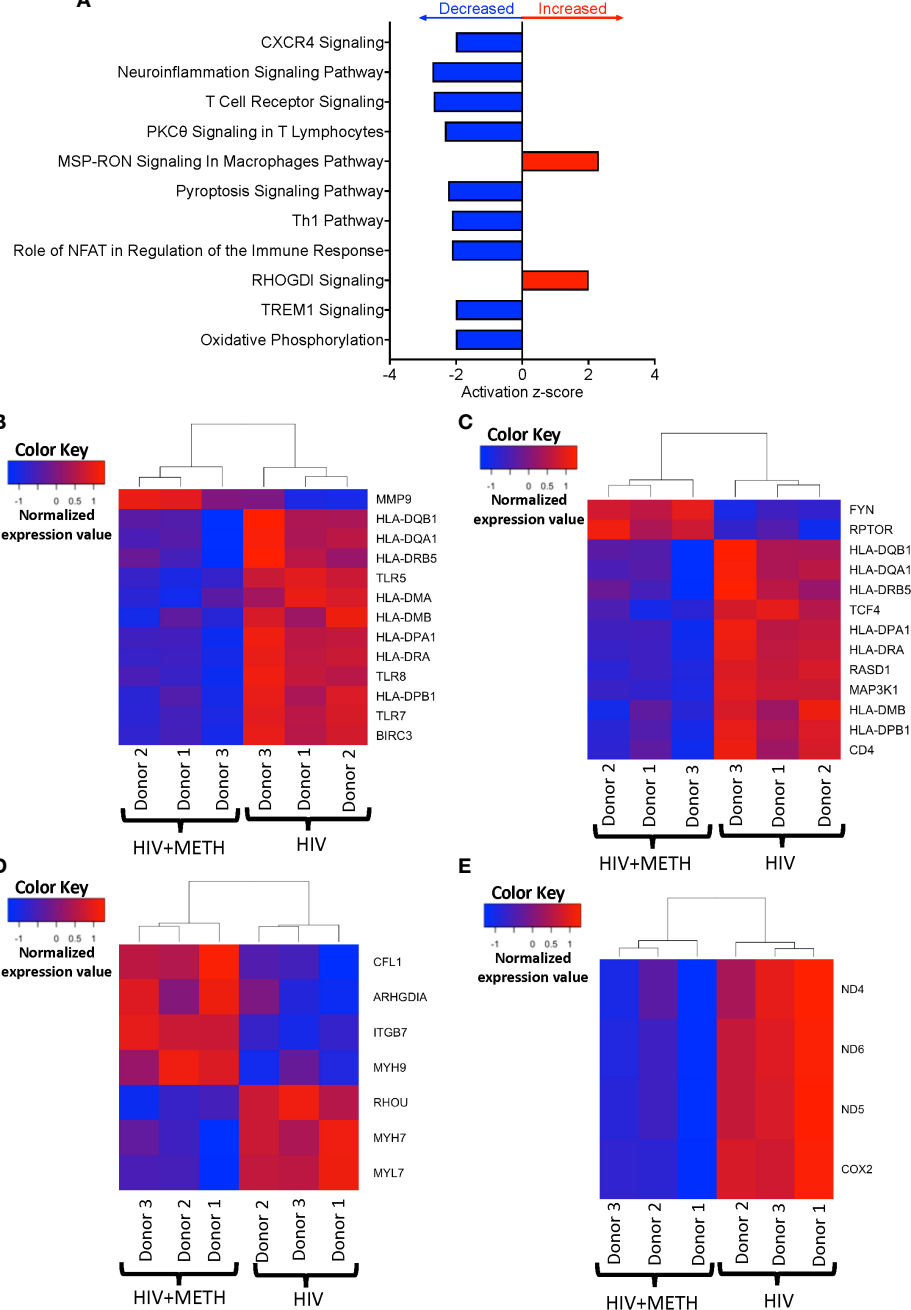
HIV-infected mature monocytes treated with meth have decreased expression of genes related to antigen presentation, pathogen recognition, and oxidative phosphorylation, and upregulation of genes related to cellular RHO-GD1 signaling pathways. **(A)** Top cellular pathways predicted to be increased (red) or decreased (blue) in meth treated compared to untreated HIV-infected cells. The y-axis represents the list of pathways, and the x-axis represents activation z-score. **(B–E)** Heat maps representing normalized expression levels of some genes involved in **(B)** neuroinflammation signaling pathways, **(C)** T-cell receptor signaling, **(D)** oxidative phosphorylation, and **(E)** RHO-GDI signaling in HIV-infected mature monocytes treated, or not, with meth. Each column represents an individual sample, and each row represents a gene. The color scale represents lower (blue) to higher (red) gene expression levels. The dendrograms show unsupervised clustering of samples.

### Meth increases MMP-9 protein in HIV-infected mature monocytes

IPA identified cytoskeletal rearrangement as a function predicted to be increased by meth in mature monocytes. One specific DEG that was increased by meth in this pathway is Matrix metalloproteinase-9 (MMP-9) (**Table S1**). 

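MMP9, on chromosome 20 from 46008908 to 46016561, had 1050 ± 263 CPM untreated and 1381 ± 288 with meth (SD, n = 3 donors). Within donors the log2 ratio was 0.60 in donor 1, 0.087 in donor 2 and 0.54 in donor 3, and the fitted log2 fold change was 0.41 (standard error 0.091, adjusted p = 0.0989 from edgeR's quasi-likelihood test). It ranged from 0.32 to 0.58 when each donor was left out in turn. MMP9 was called under 7 of 20 other settings.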

We validated protein expression of MMP-9 because metalloproteinases have been shown to be important in neuropathogenesis (48). Animal studies showed that blocking MMP-9 reduced neuroinflammation in multiple sclerosis animal model (49). MMP-9 degrades extracellular matrices and may contribute to neuroinflammation by increasing monocyte migration into the CNS (50), and/or by activating chemokines such as CXCL8 that can contribute to leukocyte infiltration (49). To validate this RNA-seq finding, we determined protein expression of MMP-9 in HIV-infected mature monocytes treated with or without meth, by Western blotting and by ELISA. MMP-9 can exist as pro- and active forms. We found that intracellular levels of both pro- and active MMP-9 in HIV-infected mature monocytes treated with meth for 6 h appeared to be increased (**Figures 4A, B**). There was no difference in MMP-9 after 24 h of meth treatment (**Figure 4B**). While the increase in intracellular MMP-9 at 6 hours of meth was not reflected by an increase in extracellular MMP-9 by ELISA (**Figure 4C**), we found that extracellular MMP-9 was statistically increased after 24 h meth treatment relative to untreated infected cells (**Figure 4C**). It could be that after 24 h of meth treatment, HIV-infected mature monocytes are secreting more MMP-9 into the extracellular environment than what is being maintained intracellularly, such that increased protein level cannot be detected intracellularly at that time point. Increased MMP-9 could contribute to increased transmigration of mature monocytes across the BBB into the CNS by degrading the basement membrane, and by increasing recruitment of mature monocytes by increasing chemokine activation.

**Figure 4:**
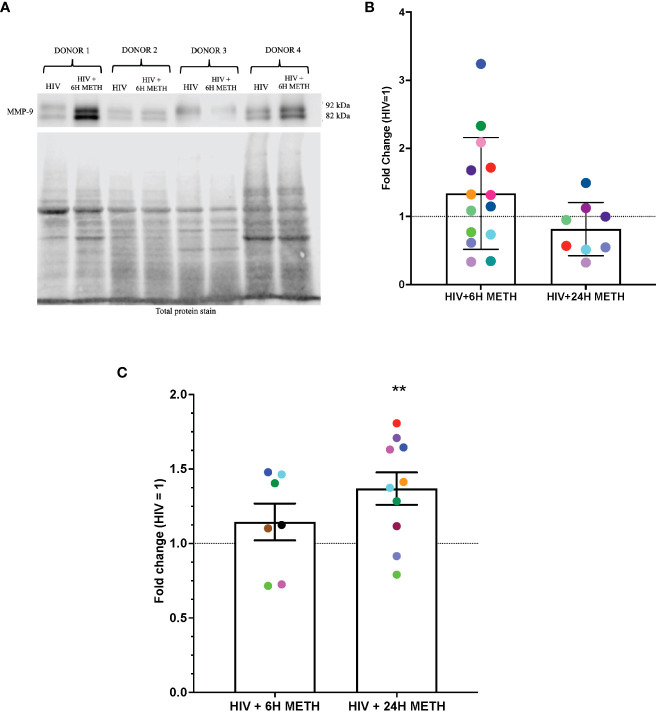
MMP-9 protein is increased in HIV-infected mature monocytes treated with meth. **(A)** A representative western blot with corresponding total protein stain of HIV-infected mature monocytes either untreated or treated for 6 h with meth. **(B)** Fold change of normalized MMP-9 protein from HIV-infected mature monocytes treated with meth over untreated HIV-infected mature monocytes. Each colored dot represents an individual donor. The columns and error bars depict mean and standard deviation (SD), respectively. n=7–14. **(C)** Fold change of normalized MMP-9 protein in supernatants of HIV-infected mature monocytes treated with meth over untreated HIV-infected cells. Each colored dot represents an individual donor. The columns and error bars depict mean and standard error of the mean (SEM), respectively; n=7-10; **, p<0.005 by the one sample t-test.

### Meth appears to increase gelsolin in HIV-infected mature monocytes as determined by western blot analyses

IPA analyses of DEG also showed that organization of actin cytoskeleton and cell movement of mature monocytes treated with meth was predicted to be increased. 

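GSN, on chromosome 9 from 121207794 to 121332843, rose from 88.3 ± 18.5 to 118 ± 4.42 CPM (SD, n = 3 donors), a log2 fold change of 0.43 (standard error 0.087, adjusted p = 0.0765 from edgeR's quasi-likelihood test). The rise was 0.77 in donor 1, 0.29 in donor 2 and 0.26 in donor 3 on the log2 scale. Without donor 1 the fitted change was 0.28. GSN was called under 10 of 20 other settings, and overlaps RAB14 on the other strand.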

One transcript in this pathway that was increased by meth is *GSN* (**Table S1**), which encodes for Gelsolin, an actin binding protein involved in severing and capping actin filaments, an important step in cytoskeletal rearrangement needed for cell movement (51). We validated RNA-seq data by performing western blotting of gelsolin, in HIV-infected cells treated with or without meth. We validated gelsolin expression because it is one of the most abundant actin binding proteins that regulate cytoskeletal arrangement, a necessary process in monocyte migration (52). We found that 6 h of meth treatment increased intracellular gelsolin in 7 out of 9 donors (**Figures 5A, B**). While there is donor variability in gelsolin after 24 h meth treatment, there is a trend towards increased gelsolin (**Figures 5A, B**).

**Figure 5:**
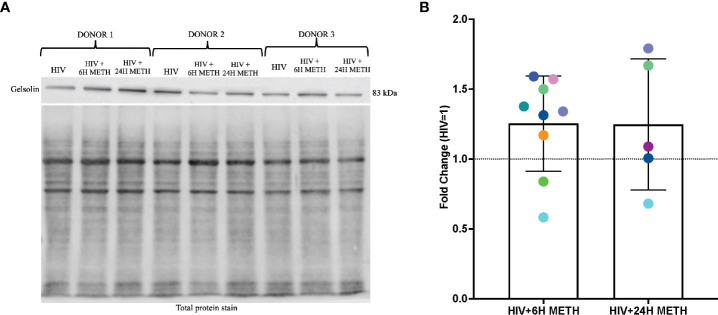
Gelsolin protein is increased in HIV-infected mature monocytes treated with meth. **(A)** A representative gelsolin western blot with corresponding total protein stain of HIV-infected mature monocytes either untreated or treated for 6 h or 24 with meth. **(B)** Fold change of gelsolin of HIV-infected mature monocytes treated with meth over untreated HIV-infected cells. Each colored dot represents an individual donor. The column and error bars depict mean and standard deviation (SD), respectively. n = 5-9.

In summary, our results show that meth may contribute to increased monocyte recruitment, through increased expression of molecules related to matrix degradation, cell adhesion and cytoskeletal rearrangement (**Figure 6**). We also identified downregulation of transcripts involved in antigen presentation and pathogen recognition, and predicted increase in viral infection (**Figure 6**). These changes can result in immune dysregulation and increased viral reservoirs once these cells enter the CNS. Meth also induced changes in signaling molecules, and downregulated molecules involved in oxidative phosphorylation (**Figure 6**). These changes could impact the functions of these cells, contributing to ongoing neuropathogenesis in PWH who use meth.

**Figure 6:**
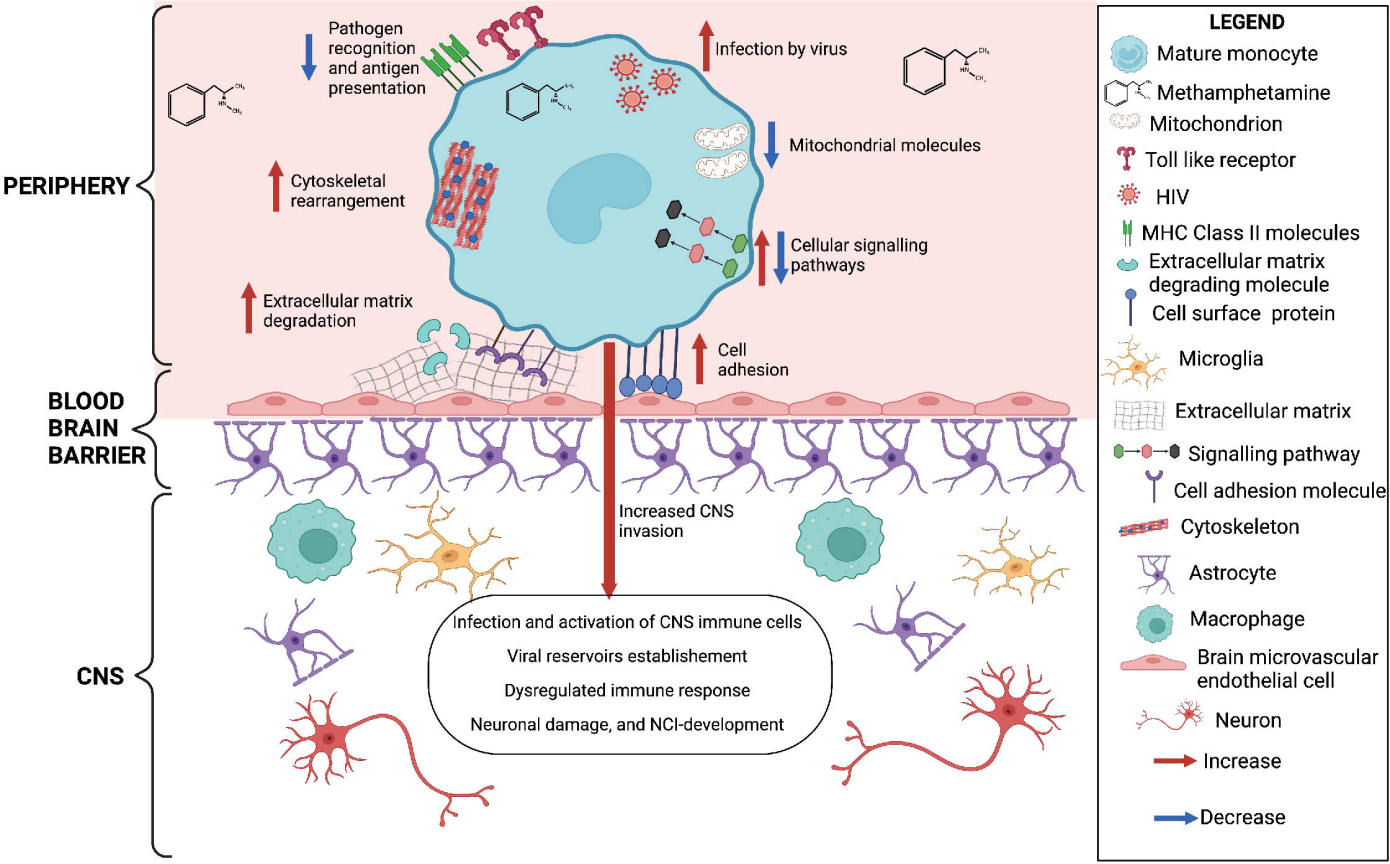
Meth-mediated effects on HIV-infected mature monocytes as identified by RNA sequencing and western blot analyses. Figure created with BioRender.com.

## Discussion

Despite the great success of ART, comorbidities including HIV-NCI persist in PWH who use meth (53). However, the mechanisms by which meth contributes to HIV-NCI have not been fully described. We characterized the impact of meth on HIV-infected mature monocytes using RNA sequencing analyses to identify molecules that are potentially involved in the development HIV-NCI in PWH who use meth. We identified differential gene expression in HIV-infected mature monocytes treated with meth compared to untreated HIV-infected cells. Some DEG include those related to increased cell adhesion, extravasation, cytoskeletal rearrangement, and viral infection of mature monocytes. We also found downregulation of DEG involved in antigen presentation, pathogen recognition, inflammatory response, and oxidative phosphorylation.

HIV-infected monocyte migration into the CNS contributes to viral entry and inflammation which contributes to HIV-NCI. Our study demonstrates that meth treatment of HIV-infected mature monocytes led to the upregulation of transcripts involved in matrix degradation and cell adhesion. MMP-9 is an extracellular protease that breaks down extracellular matrices and BBB basement membranes. This has been shown to lead to BBB disruption and immune cell recruitment into the CNS (50). We found increased MMP-9 RNA and protein in HIV-infected mature monocytes treated with meth compared to untreated HIV-infected cells alone. We also show that meth increases the amount of MMP-9 released into the extracellular environment by HIV-infected cells. Our data are in agreement with findings from other studies that showed that meth increased expression of MMP9 in mice, and of MMP-9 protein in brain microvascular endothelial cells (54, 55). In addition to our western blotting and ELISA data, the increased expression of MMP9 is also supported by our *in vitro* data showing that meth increases transmigration of HIV-infected mature monocytes across a human BBB model in response to CCL2, a chemokine elevated in the CNS of PWH (data not shown). We found increased levels of *MRC2* and *ADAM8* in meth treated HIV-infected cells. MRC2, a member of mannose receptor family, binds and internalizes collagen contributing to matrix degradation and turnover (56). ADAM8, a member of a disintegrin and metalloproteinase family, is involved in integrin activation, cell adhesion, migration, and break down of extracellular matrix components to promote cell movement (57). ADAM8 has also been shown to increase cell migration through upregulation of MMP-9 (58). The increased levels of *MMP-9*, *MRC2* and *ADAM8* after meth treatment may contribute to increased degradation of extracellular matrix and basement membrane components, and consequently migration of HIV-infected mature monocytes into the CNS. This may lead to accumulation of infected cells contributing to viral reservoirs and CNS damage.

Monocyte adhesion to brain microvascular endothelial cells is important during monocyte transmigration into the CNS. We show that meth increases expression of the cell adhesion-related transcripts *ITGB7*, *ICAM3*, *CD151*, and *ICAM3*. *ITGB7* encodes a protein that heterodimerizes with either CD49d or CD103 to form α_4_β_7_ and α_E_β_7_ integrins, respectively. These integrins bind with their ligands MADCAM-1 and E-cadherin, respectively, promoting cell adhesion (59). *ITGB7* downregulation was reported to decrease adhesion and migration of multiple myeloma cells (60). In addition, ITGB7 is important in T-cell homing in the gut and is involved in the pathogenesis of inflammatory bowel disease (61). ICAM-3 is an adhesion molecule that can interact with LFA-1 extracellularly or ezrin/radixin/moesin intracellularly, contributing to tumor metastasis (62). CD151, a tetraspanin, interacts with integrins promoting cell matrix adhesion (63). In T-cells, CD151 interacts with integrins LFA-1 and VLA-4, and upon external stimuli, it can lead to actin rearrangement and cell migration (64). In mature monocytes, CD151 is involved in formation of multinucleated giant cells that can occur during inflammatory processes (65). CD151 also forms homotypic interactions that lead to increased cell movement and MMP-9 production (66). CD151 can interact with JAM-A, a molecule increased on the surface of HIV-infected mature monocytes, contributing to increased cell migration (33, 67). Changes in these molecules may contribute to cell adhesion, downstream signaling activation, and their consequent migration from the periphery into the CNS.

Actin cytoskeleton rearrangement is key for monocyte transmigration into the CNS across the BBB. Myosin II, a motor protein that binds F-actin, contributes to cell attachment, spreading and migration (68). We found that meth upregulates myosin II heavy chain molecule, *MYH9*, and there is a predicted increase in cytoskeletal rearrangement. We also show there is an increase in *CFL1*, which encodes cofilin. Cofilin is an actin binding protein that cleaves F-actin providing ends for polymerization and depolymerization and is important in chemotaxis and directional cell movement (69, 70). This could lead to increased actin rearrangement that contributes to cell movement. Our findings are in agreement with another study that showed increased expression of cofilin with activation of RhoA/ROCK signaling pathway leading to cytoskeletal rearrangement in rat brain microvascular endothelial cells treated with meth (55).

Meth treatment of HIV-infected mature monocytes also upregulated *FLNA* and *GSN*, which encode filamin A and gelsolin, respectively. Filamins are actin binding and cross-linking proteins that facilitate cell spreading and migration (71, 72). In neutrophils, a decrease in Filamin A resulted in decreased cell migration and reduced myosin-II activation (73). Gelsolin is an actin binding protein implicated in migration and invasion of cancer cells (74, 75). This protein severs and caps F-actin, which is needed for actin polymerization during cell movement (51). We found increased gelsolin RNA and demonstrated a trend towards increased gelsolin protein in HIV-infected mature monocytes treated with meth compared to untreated cells. One study showed that mouse macrophages that do not express gelsolin have decreased chemotaxis and migration, suggesting this molecule is important for myeloid cell migration (76). In mouse osteoclasts, gelsolin promotes podosome formation and cell motility (77). Meth-induced changes in the expression of actin binding proteins could contribute to changes in cytoskeletal arrangement mediating cell movement and entry into the CNS.

Several signaling pathways regulate monocyte functions such as movement and differentiation that may contribute to HIV neuropathogenesis. Our analyses showed changes in expression of transcripts related to signaling pathways and predicted an increase in RHOGDI signaling. We found increased expression of *DOCK4*, a guanine exchange factor, in meth treated HIV-infected cells. DOCK4 activates Rac1 and promotes actin reorganization and formation of lamellipodia at the leading edge of breast cancer cells (78). Our results also showed an increased expression of *NCS1*, a molecule that encodes a calcium binding molecule that regulates G protein coupled receptor phosphorylation and promotes cell movement (79). We found a predicted activation of the MSP-RON pathway in meth treated HIV-infected mature monocytes. Macrophage stimulating protein (MSP) is activated by matriptase, encoded by *ST14*, a transcript upregulated by meth. This activated form binds to Recepteur d’origine Nantais (RON), resulting in increased cell migration and matrix invasion (80). Matriptase mediated downstream protein kinase C (PKC) signaling that led to increased MMP-9 and metastasis of a breast cancer cell line (81). Dysregulation of these molecules can change signaling pathways in mature monocytes that facilitate their entry into the CNS.

Mature monocytes are involved in immune responses through their ability to process and present antigens, activate T-cells, and release inflammatory mediators in the CNS. Once in the CNS, monocytes can also differentiate into perivascular macrophages that contribute to antigen presentation and inflammatory responses (82). Our analyses showed that meth treatment of HIV-infected mature monocytes decreases expression of many antigen presenting MHC class II molecules (*HLA-DMA*, *HLA-DMB*, *HLA-DPA1*, *HLA-DPB1*, *HLA-DQA1*, *HLA-DQB1*, *HLA-DRA*). These are important for processing and presenting antigens derived from extracellular pathogens (83). 

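HLA-DQA1, the remaining transcript of this list, had a log2 fold change of -0.51 (standard error 0.11, adjusted p = 0.0852 from edgeR's quasi-likelihood test) and ranged from -0.98 to -0.29 over donors, the widest spread of the MHC class II transcripts named. Reads of HLA-DQA1 can be shared with HLA-DQA2.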

Downregulation of MHC class II molecules can reduce the ability of the mature monocytes to present antigens to CD4^+^ T-cells, compromising immune response to pathogens. We also show decreased *CISD2* and *VMP* transcripts, involved in endosomal-lysosomal pathways important for antigen presentation by MHC molecules (84–86). Our findings are consistent with a study that showed that meth decreases MHC Class II antigen processing and presentation by inhibiting the endosomal-lysosomal pathway in dendritic cells (87). Although a separate report showed that the ability of MHC Class II antigen processing and presentation is not impaired in total monocytes from PWH, our data indicate that in the presence of meth, this may be dysregulated in HIV-infected mature monocytes (88). This could inhibit clearance of pathogens in the CNS.

Toll like receptors (TLR) are pattern recognition receptors (PRR) present on immune cells including monocytes. TLR are important for inflammation and immune responses to pathogens. They are activated upon binding of pathogen-associated molecular patterns, resulting in downstream signaling that leads to interferon production. This can mediate recruitment of additional immune cells and activation of antiviral immune responses (89). Our data show that meth downregulates expression of *TLR7*, an endosomal receptor for single stranded RNA (89, 90). TLR7 was shown to trigger a Type I interferon response upon HIV RNA binding in dendritic cells (91, 92). Meth also decreases TLR8, another endosomal receptor for single stranded RNA (89, 90). TLR8 in monocytes recognize HIV, leading to inflammasome activation (91, 92). Meth-mediated downregulation of TLR7 and TLR8 in HIV-infected mature monocytes could be impaired, resulting in reduced ability to clear HIV after entering the CNS. In addition, activating TLR signaling pathways is a potential mechanism for reactivation of latent virus within viral reservoirs in eradication approaches (93–95). A TLR8 receptor agonist was shown to re-activate latent HIV in CD4 T-cells (95). Downregulation of *TLR8* by meth in HIV-infected mature monocytes could reduce efficacy of this strategy in PWH who use meth.

Our functional analyses predicted an increase in viral infection of meth treated HIV-infected mature monocytes compared to untreated HIV-infected cells. We found increased levels of HIV release from cells after 6h of meth treatment, although we did not quantify intracellular HIV levels. The early changes in transcripts expression related to infection by viruses could contribute to increased HIV infection of meth treated mature monocytes at later timepoints. This is consistent with studies that reported increased HIV infection in meth treated macrophages, monocytes, microglia, and dendritic cells treated with meth for various amounts of time (46, 96–99). The prediction of increased viral infection may be due, in part, to downregulation of the antiviral related molecules *IFITM3*, and *TRIM22*. Interferon-induced transmembrane proteins (IFITM) can inhibit HIV entry and viral protein synthesis, and IFITM3 was reported to be involved in antiviral responses by trafficking vesicles containing viruses into the lysosome for degradation (100–102). Downregulation of *IFITM3* by meth could result in increased viral infection of mature monocytes due to impaired ability to reduce viral entry and/or degradation of the virus. TRIM22, a member of tripartite motif proteins family, also inhibits HIV replication (103–106). Thus, downregulation of *TRIM22* in mature monocytes can promote increased viral production.

Under homeostatic conditions, cells depend upon mitochondrial oxidative phosphorylation as the main source of energy. We found decreased expression of mitochondria Complex I gene transcripts, *ND4*, *ND5*, and *ND6*, and the ATP synthase transcript, *ATP8*, in meth treated HIV-infected mature monocytes, and a predicted decrease in the oxidative phosphorylation pathway. Downregulation of complex I and ATP synthase molecules could lead to decreased energy production through the oxidative phosphorylation pathway (107). Our results are consistent with a study that found that meth causes mitochondria dysfunction through loss of mitochondrial membrane potential, mitochondria permeability transition pore opening, or dysregulation of mitochondria complexes (108). Another study reported that short meth exposure decreases the oxygen consumption rate and ATP levels in astrocytes (109). Our data show upregulation of transcripts encoding enzymes involved in glycolysis, including *ENO2* and *PFKP* in the meth treated cells. These results are similar to those from another study that showed increased protein levels of ENO2 in immature dendritic cells treated with meth (110). Meth-mediated changes in glycolysis related molecules could shift the metabolic profile of the cells to rely on energy produced by glycolysis. A switch to glycolysis results in release of metabolites that cause downstream signaling that can promote inflammation and cell migration (111, 112). This may contribute to influx of cells into the CNS leading to inflammation and consequent neuronal damage.

Mitochondria complexes I and III are major sources of reactive oxygen species (ROS) which are involved in the regulation of hypoxia, inflammation, and cell death (113). We observed a decrease of complex I transcripts expression after meth treatment. 

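SELENOP, on chromosome 5 from 42799880 to 42887392, had the largest fall among the transcripts called, from 123 ± 35.1 to 53.3 ± 11.4 CPM (SD, n = 3 donors). Its log2 fold change was -1.20 (standard error 0.11, adjusted p = 0.00169 from edgeR's quasi-likelihood test), with -1.60 to -0.79 in the 3 donors, and SELENOP was called under 19 of 20 other settings. CCDC152 lies across SELENOP on the other strand, so its few reads cannot be told from those of SELENOP unless strand was used in counting. GGT1, on chromosome 22 from 24594811 to 24629005, was higher by 0.34 (standard error 0.085, adjusted p = 0.138, same test) and did not pass the threshold. Its reads can be shared with other members of the GGT family.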

Our data also showed that meth caused a downregulation of the antioxidant transcript *SELENOP*, and upregulation of an oxidative stress marker, *GGT1* (114, 115). These changes can lead to dysregulated ROS production, increased oxidative stress, and contribute to CNS inflammation. One study found decreased levels of Complex I proteins in PBMC from PWH and this correlated with inflammation (116). Additionally, increased ROS has been shown in HIV neuropathogenesis (117). The meth-induced changes indicate a potential ROS imbalance, that can contribute to cellular stress and homeostatic imbalance in the CNS.

Meth can induce the differential gene expression patterns in HIV-infected mature monocytes through activation of various downstream signaling pathways. Identifying these pathways will provide potential upstream targets to limit the impact of meth on specific monocyte functions. Meth is a lipophilic molecule that enters cells either by diffusing across the plasma membrane or by binding dopamine transporters, which are expressed on monocytes (118). Inside the cell, meth can bind to trace amine-associated receptor 1 (TAAR1), an intracellular G-protein coupled receptor (119–121). This can lead to downstream activation of RhoA, PKA or CREB signaling pathways (119–121). CREB is a transcriptional factor that regulates transcription of various genes including those of MHC class II molecules (122). CREB also regulates transcription of cofilin, *CFL1*, a molecule whose expression was upregulated in our HIV-infected monocytes treated with meth (123). Meth-mediated modulation of all these pathways may contribute to the differential gene expression patterns identified in our study, which may contribute to changes in cellular functions. Thus, targeting these pathways with inhibitors may limit the meth-mediated effects in HIV-infected monocytes.

To determine whether HIV alone affects expression of some of the DEG identified, we examined our previously published single cell RNA sequencing data to compare expression of the transcripts between HIV-infected and uninfected mature monocytes cultured *in vitro* (42). We showed that HIV alone did not increase expression of many of the cell movement related molecules including *MMP9*, *ADAM8*, *GSN*, and *CFL1*. However, we found that HIV downregulated expression of some MHC class II molecules including *HLA-DMA*, *HLA-DMB*, and *HLA-DPA1* (42). This suggests that both HIV and meth downregulate these molecules that could impair the ability of the cells to present antigens, including viral proteins to protect them from being killed by cytotoxic T cells. This can contribute to persistence of viral reservoirs. Although we did not determine the effects of meth on expression of these molecules on uninfected mature monocytes, our data suggest that in the context of HIV, meth could worsen disease pathogenesis by further impairing some of their functions.

Our study did not determine the percentage of cells expressing the identified DEG. To address this, we used our published single cell RNA sequencing data, and found that there was heterogeneous expression of some molecules (42). For example, *MMP9*, *GSN*, *ND4*, and *HLA-DMA* were present in more than 70% of HIV-infected mature monocytes, whereas molecules such as *ITGB7*, *FLNB*, and *TLR8* were present in fewer than 50% of the cells (42). Future studies can perform flow cytometry and microscopy studies to evaluate protein expression of these molecules in mature monocytes.

Our data identify potential mechanisms by which meth may exacerbate HIV-NCI in PWH. Some of the limitations of this study include the short period of time for which the cells were treated with meth. The gene expression changes found may not represent those that occur during chronic meth use. HIV-infected mature monocytes are a heterogeneous population comprised of HIV harboring and HIV-exposed cells. This study used bulk RNA sequencing. Therefore, we cannot distinguish the effects of meth on cells that are harboring HIV from the effects on cells exposed to HIV but not harboring the virus. It is also possible that some of the specific gene expression changes might not reflect protein or functional changes. Additional studies are needed to determine the effects of chronic meth exposure on HIV-infected mature monocytes. More assays need to be performed to confirm the RNA sequencing data and to determine the specific effect of meth on HIV harboring and HIV-exposed cells. We also did not perform comparisons among untreated uninfected cells, meth treated uninfected cells, untreated HIV-infected cells, and meth treated HIV-infected cells. Thus, we could not determine the effects of meth with and without HIV. Our future studies will address this. Another limitation of this study is we could not sort for specifically CD14^+^CD16^+^ monocytes due to the limited number of cells. However, we showed that the majority of cells were mature monocytes. Future studies will also confirm the identified DEG using flow cytometry and microscopy assays to specifically identify expression of the molecules on cells expressing both CD14 and CD16.

To our knowledge, this is the first study to characterize the impact of meth on HIV-infected mature monocytes, a key cell type in the neuropathogenesis of HIV-NCI. We found that meth may increase monocyte recruitment, viral seeding and reseeding, and immune dysregulation through changes in transcripts involved in matrix degradation, cell adhesion, cytoskeletal arrangement, signaling pathways, antigen presentation, pathogen recognition, viral infection, and oxidative phosphorylation. These data identify potential biological changes that occur in meth treated HIV-infected mature monocytes that can contribute to HIV-NCI in PWH who use meth. These changes could potentially be used for therapeutic targets to reduce infected monocyte entry into the CNS, viral seeding and reseeding, immune response dysregulation, and neuronal damage in PWH who use meth.

## Data availability statement

The data represented in this study are deposited in the GEO repository, accession number GSE210168.

## Ethics statement

The studies involving human participants were reviewed and approved by Einstein Human Research Protection Program (HRPP) at Albert Einstein College of Medicine (IRB no. 1994-0003). Written informed consent for participation was not required for this study in accordance with the national legislation and the institutional requirements.

## Author contributions

JB and VC designed this study. VC performed the computational data analysis and wrote the manuscript. VC, JW, SM-M, LM, LC, and JB designed and performed the validation experiments. VC, JW, SM-M, LM, LC, and JB contributed to discussions about manuscript content, writing, and editing of the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was funded by NIH grants R01DA044584 (VC, LC, and JB), R01DA048609 (LC, SM-M, and JB), R01MH112391 (SM-M and JB) and 5T32AI007501 (JW).

## Acknowledgments

We would also like to thank The Advanced Technologies and Biomarker Core under the Einstein-Rockefeller-CUNY Center for AIDS Research (P30AI124414).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

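RNA was sequenced from HIV-infected mature monocytes of 3 donors. Each donor gave 1 untreated library and 1 library treated with 50 µM meth for 6 h, so that 6 libraries were compared. The authors trimmed the reads with Trimmomatic, mapped them onto GRCh38 with STAR and counted them per Ensembl gene with featureCounts, and they deposited the raw count of each gene in each library. The paper's methods give neither the strand setting of the counting nor the annotation release. The deposited counts are whole numbers and hold neither the ComBat-seq batch correction nor any normalization. Samples were assigned to treatment and donor from the labels of the deposited samples, and 0 columns were left unmapped.

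The totals ran from 22103053 to 31374060 counts in the untreated libraries, with a median of 24004193, and from 25463113 to 31340105 in the meth treated libraries, with a median of 28050688. A count of 0 allows up to 3 counts, which is 0.0956 to 0.136 CPM in these libraries. Such a limit covers counting error only, since reads amplified by PCR are not independent molecules.

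The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. Of 57500 genes in the count table, 56410 had a symbol. Genes with too few counts were removed with filterByExpr, library sizes were scaled by TMM, and 17257 genes were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Donor entered the model as a block and left 2 residual degrees of freedom. Genes were called at an adjusted p below 0.05 and an absolute log2 fold change above 0.25. Levels are given as CPM, counts relative to the scaled library size, and log2 CPM was computed with a prior count of 2.

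The donor block rests on the paper's methods, in which the cells of each donor were divided into 2 flasks, and on the donor named in the sample labels. The pairing was checked by correlating, over 17257 genes, the deviations of the 2 libraries of a donor from their treatment means, which gave 0.437, 0.455 and 0.639 for donors 1, 2 and 3. With no replicate block, 0 genes were called higher and 0 lower by edgeR's quasi-likelihood test, with 489 at an unadjusted p below 0.05. With the donor block, DESeq2 called 60 higher and 39 lower and limma-voom 18 and 44.

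Gene lists were tested with camera at a preset correlation between genes of 0.01, on log2 CPM with the donor block, and the p values were adjusted over 16 lists. The lists were MHC class II and class I genes, mitochondrially encoded protein genes, nuclear oxidative phosphorylation genes, glycolysis genes, toll like receptors, interferon-stimulated genes, immediate early genes, snoRNA host genes, cytosolic ribosomal protein genes, cardiac muscle genes, and markers of T cells, B cells, platelets, neutrophils and dendritic cells. A list of erythroid genes had too few genes tested. GC content and exon length came from the GENCODE annotation and sequence of GRCh38. The correction on GC content and length used a loess curve with a span of 0.5 per library, and 153 genes tested had no GC content.

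The lists, the tests and most alternatives were fixed before the data were examined. The genes named in the text were chosen by a rule fixed at the same time: genes the results or discussion name as changed by meth in the RNA-seq, the genes of Fig. 1D, the 5 largest rises and 5 largest falls among called genes that changed alike in all 3 donors, called genes outside Table S1 (of which there were 0), and the monocyte markers and meth targets the discussion names. The rule also lists the dopamine receptors DRD1 to DRD5, which the discussion does not name. The values of Table S1 had been seen when the lists and the rule were written.

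The fits were tested on counts simulated from the means and library sizes of the 17257 genes, with 200 genes changed. The fit with the donor block recovered 96 of 100 genes changed by 0.8 on the log2 scale and 65 of 100 changed by 0.4, with 13 false calls among 174. The changed genes were drawn from those with a mean count of at least 100, so recovery at lower counts was not tested. The likelihood ratio test with the block called 191 simulated genes. In the real libraries the 2 tests gave 6 higher and 22 lower against 121 and 144, so the simulated rates need not hold there. The alternatives were other scalings, filters and tests, DESeq2, limma-voom, ComBat-seq before the test, the correction on GC content and length, and each donor left out in turn. The IPA scores, the flow cytometry, p24, Western blot and ELISA data were not analysed here.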

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

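The tests of GC content and length on the immediate early, snoRNA host, T cell, B cell, cardiac muscle and ribosomal protein lists, and the tests of cell composition and of reads shared by MYH6 and MYH7, were chosen only after the result was seen. The lists below are ones the paper does not report on and that passed the threshold of camera, and 0 of them passed with fry or with camera's own estimate of the correlation.

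The nuclear oxidative phosphorylation genes had a median log2 fold change of 0.11, opposite to the fall of the mitochondrially encoded genes. After the correction for GC content and length the median was 0.088, with 65 of 76 genes higher. Most of the shift was thus left, which argues against GC content and length as its whole cause. The camera adjusted p was then 7.35e-08, but that p cannot carry the argument, given the splits below. The rise was uneven over donors, with medians of 0.25, 0.092 and 0.003, and 0.18, 0.071 and 0.040 after the correction, and 4 of 10 splits of the samples, or 2 of the 4 that part all 3 pairs, gave a camera p as small, so chance cannot be excluded. A biological effect of meth stays open and was not tested further.

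The immediate early genes had a median log2 fold change of -0.13, with medians of -0.22, 0.10 and -0.22 in donors 1, 2 and 3. After correction on GC content and length the list was further from 0, at -0.19 (camera adjusted p = 3.98e-05, against 0.00741 before it), with medians of -0.34, 0.032 and -0.20 in the donors, which argues against that trend as the whole cause. As small a camera p came from 4 of 10 splits, or 2 of the 4 that part all 3 pairs, so chance cannot be excluded. FOSB, GADD45B, NFKBIZ and NR4A2 were called lower. Handling of the flasks and an effect of meth both stay open and were not tested.

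The snoRNA host genes had a median of -0.074 and the cytosolic ribosomal protein genes one of 0.056. After the correction on GC content and length the snoRNA host genes had a median of -0.076 (camera adjusted p = 0.0218, against 0.0107 before it), and medians of 0.0057, -0.13 and -0.23 in donors 1, 2 and 3. The median was thus as large after the correction as before it, and 2 of the 13 genes were higher both times. The correction thus did not remove the fall of the median. Donor 1 showed no fall after it, however, so the test cannot decide between the trend with GC content and another cause. With a fall in 2 of 3 donors, an effect of meth stays open. As small a camera p came from 4 of 10 splits, or 2 of the 4 that part all 3 pairs, so chance cannot be excluded. For the ribosomal protein genes the correction lowered the median to 0.045 (camera adjusted p = 0.0276), and the medians after it were 0.20, -0.017 and -0.017 in donors 1, 2 and 3. With a rise in 1 of 3 donors, the trend with GC content and an effect of meth cannot be told apart. As small a camera p came from 7 of 10 splits, or 3 of the 4 that part all 3 pairs, and the median without donor 1 was -0.012.

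T cell markers had a median log2 fold change of -0.29 over 7 genes and B cell markers one of -0.75 over 5 genes. These genes held 0.00337% and 0.000417% of the untreated reads, and their most abundant genes were IL7R at 23.5 CPM and IGHM at 1.65 CPM. After correction on GC content and length the camera adjusted p was 0.0071 for T cell and 0.00133 for B cell markers, on genes of which most had a low level. A smaller number of T and B cells in the treated cultures is a hypothesis. The larger of their fry adjusted p, a test that uses the spread between donors, was 0.223, so that it cannot be told apart from chance with 3 donors.

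Cardiac muscle genes had a median of -0.70 over 6 genes, between 1.18 and 6.91 CPM, with 2 higher and 4 lower. The camera adjusted p was 0.0497 before and 0.0478 after the correction on GC content and length, too close to the threshold to decide. MYH7 is one of them. The summed CPM of MYH6 and MYH7 had a mean log2 ratio of -0.53 over donors and fell in 2 of 3. For MYH7, reads shared between these paralogs and a fall of MYH7 itself therefore cannot be told apart. Such sharing does not concern ACTC1, TNNT2 and MYL7, which also fell in donor 1, with log2 ratios of -3.03, -1.96 and -1.33, whereas NPPA rose by 2.20. The source of these low cardiac counts was not tested, so the fall of MYH7 need not reflect the monocytes.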

How the results depend on the processing

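The fits that combine ComBat-seq with the replicate block, and the correction on GC content with the likelihood ratio test, were chosen only after the result was seen.

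The count of called genes, 6 higher and 22 lower, moved with the donor correction and the test. With ComBat-seq with treatment as group and no donor term, 257 were higher and 332 lower, and without the group 574 and 630. After ComBat-seq, the exact test called 405 and 473 and the likelihood ratio test 446 and 496. With the donor block, the likelihood ratio test called 121 and 144, DESeq2 60 and 39, and limma-voom 18 and 44. DESeq2 gave an adjusted p to 16 of the 28 genes and called these 16. Upper-quartile factors gave 3 and 13, and library size only gave 3 and 24. No filter on low counts gave 191 and 154, and a mean count of at least 100 gave 3 and 10. Tested against a log2 fold change of 0.25 with glmTreat, 0 were higher and 2 lower, with 361 at an unadjusted p below 0.05. The correction on GC content and length with the block gave 8 and 52. With no replicate block, 0 were higher and 0 lower by edgeR's quasi-likelihood test, with 489 at an unadjusted p below 0.05. Of the added fits, ComBat-seq with the block and the likelihood ratio test gave 125 and 128, the same over genes with a CPM above 1 in every library 130 and 148, ComBat-seq with the block and the quasi-likelihood test 4 and 8, and the correction on GC content with the likelihood ratio test 40 and 141. Leaving out each donor in turn gave 7 to 127 higher and 7 to 141 lower. It was 127 and 141 without donor 1, 17 and 12 without donor 2 and 7 and 7 without donor 3. The cause was not tested.

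Of the gene lists, the medians -0.32 (MHC class II), -0.26 (mitochondrially encoded), 0.11 (nuclear oxidative phosphorylation), 0.18 (glycolysis), -0.13 (toll like receptors), -0.11 (interferon-stimulated), -0.13 (immediate early) and 0.056 (ribosomal protein) are the same with fry and with camera's own estimate of the correlation, and none passed there. Adjusted p ran from 0.0749 to 0.715 with fry and from 0.459 to 0.813 with the estimate. With no filter the toll like receptors had a median of -0.12 and did not pass. The ribosomal protein genes did not pass after ComBat-seq, at 0.058 with the group and 0.026 without it. Over each donor left out, the medians ran from 0.046 to 0.16 for nuclear oxidative phosphorylation, from -0.20 to -0.056 for immediate early genes and from -0.012 to 0.11 for ribosomal protein genes, which changed sign without donor 1. The nuclear oxidative phosphorylation genes did not pass without donor 1, at 0.046, nor the immediate early genes without donor 1, at -0.056, or without donor 3, at -0.066. The cause was not tested. The 4 lists of MHC class II, mitochondrially encoded, glycolysis and interferon-stimulated genes passed with camera at the preset correlation under the other scalings, filters and donor corrections tried on the lists and without each donor. Lists were not tested with DESeq2, limma-voom, the likelihood ratio or exact tests, glmTreat or the added fits.

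The share of variance between donors, 67.1%, was 4.95% after ComBat-seq with the group, 4.24% without it, 76.4% over the most variable genes, 56.3% with each gene scaled, 53.6% with no filter and 78.9% with a mean count of at least 100. It was 56.7% to 66.3% with each donor left out.

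Of 66 named genes, DRD4, which was not called, changed sign, being lower after ComBat-seq without the group, after the correction on GC content with either test and without donor 3. The others kept their sign under the settings run. Of the 66, 23 lost their call with no replicate block and 37 gained one with the likelihood ratio test. RLE factors, and mitochondrial genes left out of library sizes, changed the call of 0 of 66. Depth limits MYH8 and most dopamine receptors, which had too few counts to test.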

Differences from the paper's values

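The fits that combine ComBat-seq with the replicate block were chosen only after the result was seen.

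The paper reports 121 upregulated transcripts, where 6 were higher here, and the paper reports 137 downregulated transcripts, where 22 were lower here. Of the alternatives set before the data were examined, edgeR's likelihood ratio test with the donor block (121 and 144) and the fit without donor 1 (127 and 141) came within 1.5 times of both of the paper's counts, and no filter on low counts (191 and 154) within 1.5 times of the lower one only. The other alternatives set then did not. ComBat-seq with the donor block and the likelihood ratio test, chosen after seeing the values, gave 125 and 128 and left 38 of the paper's 258 transcripts uncalled. The same over genes with a CPM above 1 in every library, also chosen after seeing the values, gave 130 and 148 and left out 10 of the 258. The 258 transcripts had the same sign here as in Table S1, and 28 of them were called. Of the 258, the likelihood ratio test with the block called 225, no filter 223, DESeq2 87, limma-voom 59, and the correction on GC content and length 57, or 130 with the likelihood ratio test, a fit chosen after seeing the values that left 128 uncalled. ComBat-seq with no donor term called 233 with the group, 256 without it, and 254 with the exact or the likelihood ratio test, besides 356 to 948 genes outside Table S1. Without donor 1, 152 were called, without donor 2 14 and without donor 3 9. Library size only called 27, and some of these are not among the 28.

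The text names MYH7 and RHOU as upregulated. Here MYH7 had a log2 fold change of -1.16 and RHOU one of -0.27, and both are lower in Table S1 as well, MYH7 also in the heat maps of Fig. 2E and Fig. 3D and RHOU in that of Fig. 3D. The text names MYH8 as increased. It had 8 counts over the 6 libraries, was not tested here and is not among the transcripts of Table S1. The text names SPHK1 as decreased. Here it was higher, at 0.42, as it is in Table S1 and Fig. 2C.

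In Fig. 2A, viral infection, infection by RNA virus, angiogenesis and development of vasculature are drawn as decreased, and activation of mononuclear leukocytes, lymphocytes and phagocytes and synthesis of nitric oxide as increased, whereas Table S2 gives each the opposite sign. For activation of mononuclear leukocytes, 7 of 26 transcripts were higher here and 19 were lower. The legend of Fig. 3 gives panel D as oxidative phosphorylation and panel E as RHOGDI signaling, and the genes drawn are the other way round. MSP-RON signaling is predicted to be upregulated, and 11 of its 12 transcripts were lower here.

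The counts in Table S1 are called normalized there. In 254 of 258 transcripts they equal, in all 6 libraries, the deposited counts after ComBat-seq with treatment as the group.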

Other observations

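Tests of chance over splits of the samples and of GC content on the MHC class II, mitochondrially encoded and glycolysis lists were set before the data were examined. The tests of GC content on the toll like receptors and interferon-stimulated genes and the comparison of false calls after ComBat-seq on simulated counts were chosen only after the result was seen.

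The 6 libraries can be split into 3 and 3 in 10 ways, so the share of splits cannot fall under 0.1, or under 0.25 among the 4 splits that part all 3 pairs of libraries, and chance cannot be excluded. The real split gave the most calls, 28, and 1 of 10 splits reached that number, the real one itself. The other splits that part all 3 pairs of libraries gave 0, 1 and 0 calls, with 542, 387 and 416 genes at an unadjusted p below 0.05 by edgeR's quasi-likelihood test. Splits that part 1 pair mix donors and treatment, and up to 26 genes were called there. For MHC class II, mitochondrially encoded, glycolysis, toll like receptor and interferon-stimulated genes, 1 of 10 splits gave a camera p as small, the real one, which is 1 of the 4 that part all 3 pairs.

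Fold changes rose with the GC content of the gene, with a Spearman correlation of 0.445 across 11904 genes, which are not independent replicates. Within donors 1, 2 and 3 it was 0.358, 0.386 and 0.234. Between libraries of the same treatment its size was 0.015 to 0.277, and 2 of 6 such pairs were at least as large as the smallest of the within-donor values. GC differences between libraries and an effect of meth therefore cannot be told apart from this test. After the correction on GC content and length, the camera adjusted p was 4.69e-09 for MHC class II genes, 1.96e-06 for mitochondrially encoded genes, 9.88e-06 for glycolysis genes and 5.81e-05 for interferon-stimulated genes, which argues against this trend as their whole cause. For the toll like receptors the median went from -0.13 to -0.072 and the camera adjusted p from 0.00219 to 0.0276, with medians of -0.20, -0.010 and -0.052 in donors 1, 2 and 3 after it. This argues against the trend as the whole cause but not against a part in it.

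The median log2 fold change of 14 adhesion and cytoskeletal transcripts among those the paper names was 0.26 after the correction, against 0.31 before it. This is above the limit of 0.05 set for the test in advance. The paper selected these transcripts on these libraries, so the test cannot separate the trend from an effect of meth for them. Of the 121 transcripts higher in Table S1, 52 stayed above 0.25 after the correction, and 115 of the 137 lower ones stayed below -0.25.

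In simulated counts with no gene changed, edgeR's likelihood ratio test after ComBat-seq without a donor term made 311 false calls on average over 3 simulations and the exact test 277. The quasi-likelihood test after ComBat-seq with the group and without a donor term made 0.333. With 200 genes changed, 118 of its 290 calls were false, against 330 of 516 for the exact test, 363 of 549 for the likelihood ratio test after ComBat-seq, and 13 of 174 for the quasi-likelihood test with the donor block. With no gene changed, the last of these made 0.667 false calls. The likelihood ratio test with the donor block then made 3, and ComBat-seq with the block and the likelihood ratio test 3.33. With 200 genes changed, 24 of 191 calls of the likelihood ratio test with the block were false. For ComBat-seq with the block and that test it was 25 of 191. These hold for the simulated counts of 17257 genes. They need not hold for the real libraries, where the quasi-likelihood and likelihood ratio tests with the block lay much further apart in calls.

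Of the meth targets named in the discussion, TAAR1 had 1 count over the 6 libraries, so its expression was not detectable at this depth, and SLC6A3 had 8 counts, 5 of them in 1 library, too few to test. The dopamine receptors DRD1, DRD2, DRD3 and DRD5, which the discussion does not name, had 42, 27, 5 and 23 counts. CREB1 had a log2 fold change of -0.17 (adjusted p = 0.250 from edgeR's quasi-likelihood test), lower in 3 of 3 donors. The mature monocyte markers CD14 and FCGR3A had log2 fold changes of -0.20 and 0.058, and neither was called. CD14 had log2 ratios of -0.21, 0.069 and -0.45 in donors 1, 2 and 3, and its log2 fold change ran from -0.32 to -0.064 with each donor left out.

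Of the marker lists not given elsewhere, platelet markers had a median of -0.022 (camera adjusted p = 0.694), neutrophil markers -0.12 (adjusted p = 0.409) and dendritic cell markers -0.22 (adjusted p = 0.109). Genes of the class misc_RNA took 0.286%, 0.434% and 0.126% of counts in the untreated libraries of donors 1, 2 and 3, and 0.532%, 0.485% and 0.349% with meth.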
